# Environmental enrichment during forced abstinence from cocaine self-administration opposes gene network expression changes associated with the incubation effect

**DOI:** 10.1038/s41598-020-67966-8

**Published:** 2020-07-09

**Authors:** Gregory L. Powell, Annika Vannan, Ryan M. Bastle, Melissa A. Wilson, Michela Dell’Orco, Nora I. Perrone-Bizzozero, Janet L. Neisewander

**Keywords:** Reward, Operant learning, Addiction

## Abstract

Environmental enrichment (EE) is a robust intervention for reducing cocaine-seeking behaviors in animals when given during forced abstinence. However, the mechanisms that underlie these effects are not well-established. We investigated the adult male rat transcriptome using RNA-sequencing (RNA-seq) following differential housing during forced abstinence from cocaine self-administration for either 1 or 21 days. Enriched, 21-day forced abstinence rats displayed a significant reduction in cocaine-seeking behavior compared to rats housed in isolation. RNA-seq of the nucleus accumbens shell revealed hundreds of differentially regulated transcripts between rats of different forced abstinence length and housing environment, as well as within specific contrasts such as enrichment (isolated 21 days vs. enriched 21 days) or incubation (isolated 1 day vs. isolated 21 days). Ingenuity Pathway Analysis affirmed several pathways as differentially enriched based on housing condition and forced abstinence length including *RELN*, the *Eif2* signaling pathway, synaptogenesis and neurogenesis pathways. Numerous pathways showed upregulation with incubation, but downregulation with EE, suggesting that EE may prevent or reverse changes in gene expression associated with protracted forced abstinence. The findings reveal novel candidate mechanisms involved in the protective effects of EE against cocaine seeking, which may inform efforts to develop pharmacological and gene therapies for treating cocaine use disorders. Furthermore, the finding that EE opposes multiple pathway changes associated with incubation of cocaine seeking strongly supports EE as a therapeutic intervention and suggests EE is capable of preventing or reversing the widespread dysregulation of signaling pathways that occurs during cocaine forced abstinence.

## Introduction

Cocaine use disorders (CUDs) are a persistent, costly epidemic within the United States as evidenced by increased numbers of new cocaine users and cocaine-related overdose in the latter half of the 2010s^1^. Attempts to curtail illicit drug use with public policies^2^, law enforcement^3^ and incarceration^4^ have had little success at reducing CUDs. Meanwhile, extensive preclinical^5^ and clinical^6^ research toward developing pharmacological treatments has also had limited success. Unfortunately, with the onset of the opioid crisis in the United States, there has been a parallel increase in cocaine-related deaths^7^, highlighting the need to find novel targets for treatment development.

Insight into novel targets may be gained from examining transcriptomic changes in rodent models that manipulate the degree of motivation for drugs. For instance, motivation for drug is affected by length of forced abstinence. In humans, after a cocaine binge there is initially little if any craving for drug; however, craving emerges within hours to days of abstinence and is often triggered by exposure to drug-associated cues^7^. In parallel, we found that cocaine-seeking behavior elicited by drug-associated cues in rats becomes increasingly stronger over 3–4 weeks of forced abstinence^8,9^. Grimm et al.^11^ coined the term “incubation” to describe this effect and found that it persists for up to 2 months of forced abstinence^10^. Mechanisms contributing to the incubation effect include plasticity within brain regions involved in reward learning and memory, which play a critical role in the development of CUDs^8,9, 11–15^.

Environmental enrichment (EE) is another robust manipulation for reducing motivation to seek and take drugs in rodents as demonstrated for psychostimulants^16–19^, heroin^20^, and nicotine^21–26^. EE typically involves housing animals with social companions along with the opportunity for exercise and exploration of novel items. At the opposite end of the spectrum of housing conditions is isolation, which typically enhances motivation for drug. Compared to standard group housing for instance, isolation enhances cocaine self-administration^27^, whereas EE reduces cocaine-induced hyperactivity^28–30^. Housing conditions contribute to individual differences in cocaine self-administration, exemplified by Puhl et al.,^31^ who found that 96% of rats living in EE qualified as “low drug-takers” compared to 75% of rats living in isolation. Furthermore, EE given as an intervention during forced abstinence from cocaine self-administration reduces cue reinstatement of operant cocaine-seeking behavior compared to both group and isolation housing^32,33^.

Previous research using RNA-seq to examine transcriptomic changes related to the protective effects of EE on reducing cocaine intake in rats during self-administration identified novel pathways that had not been previously implicated in the drug abuse literature^34,35^, including the retinoic acid pathway. However, transcriptomic changes related to the protective effects of EE as an intervention during forced abstinence to reduce motivation to seek cocaine have not been investigated. The present study aimed to address this question by using RNA-seq in the nucleus accumbens shell (NAcsh) of male rats to examine transcriptomic differences associated with varying degrees of cocaine-seeking behavior. We focused on the NAcsh because this striatal region is critically involved with motivation to seek cocaine^36,37^ and shows correlations between changes in addiction-related genes and cocaine-seeking behavior^38–40^. We manipulated motivation levels utilizing isolation and EE housing conditions during forced abstinence for either 1 or 21 days. We expected variation in cocaine-seeking behavior across groups during a test for cue reactivity, with 21 days of forced abstinence in isolation resulting in robust cocaine seeking and brief forced abstinence in EE resulting in the least cocaine seeking.

## Results

### Self-administration and cue reactivity

Following a minimum of 21, 2-h sessions of cocaine self-administration (0.75 mg/kg, IV per infusion), assignment to housing and forced abstinence length conditions was counterbalanced to equate previous consumption and active lever presses (Figure S1) across groups. Rats either remained in isolation (IC) or were placed into EE for either 1 (1D) or 21 days (21D) of forced abstinence (n = 9/housing condition for 1D; n = 15–16/housing condition for 21D), after which all rats underwent a 1-h cue reactivity test. During the test, light/tone cues previously paired with cocaine delivery were presented response-contingently but cocaine was not available (Fig. 1A). A two-factor ANOVA of the number of active lever presses during the test revealed a main effect of forced abstinence length [F_1,45_ = 12.13, *p* < 0.05] with rats abstinent for 21 days exhibiting more active lever presses than those abstinent for 1 day. In addition, there was a main effect of housing [F_1,45_ = 6.67, *p* < 0.05] with IC rats exhibiting more active lever presses than EE rats. There was no housing × forced abstinence length interaction; however, pairwise comparisons using Bonferroni-corrected t-tests revealed that in animals abstinent for 21 days, cue reactivity was greater when they were housed in isolation (IC21D) than when housed in enrichment (EE21D) [t_30_ = 3.60, *p* < 0.0167], whereas there was no difference between housing conditions in animals abstinent for only 1 day (IC1D vs. EE1D).

**Figure 1:**
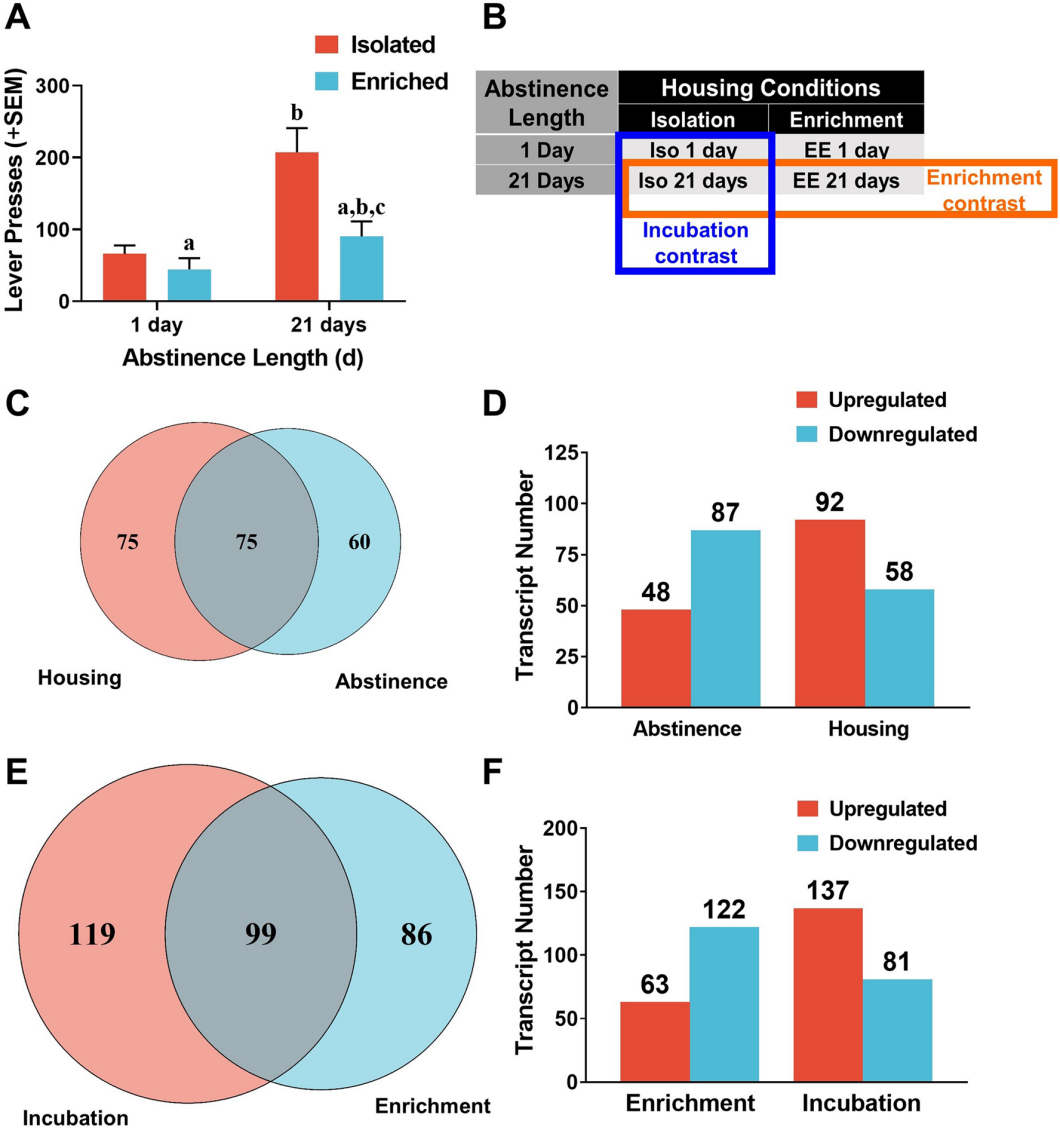
(**A**) Cocaine-seeking behavior shown as the number of lever presses (+ SEM) on the cocaine-associated, active lever during cue reactivity testing following abstinence. Isolated animals pressed the active lever more than enriched animals (*a,* main effect of housing); animals abstinent for 21 days pressed the active lever more than animals abstinent for 1 day (*b*, main effect of abstinence length); and animals isolated for 21 days pressed more than animals in an enriched environment for 21 days (*c,* Bonferroni *t*-test, *p* < 0.025). (**B**) A table explaining the primary comparisons. (**C**) Of the transcripts differentially expressed due to either main factor (abstinence or housing), 75 were shared between them. (**D**) The number of transcripts differentially expressed between the two main factors, abstinence and housing. (**E**) Among the transcripts differentially expressed between the enrichment and incubation contrasts, 99 transcripts were shared between them. (**F**) The number of transcripts differentially expressed due to enrichment (IC21 vs. EC21) or incubation (IC1 vs. IC21).

### RNA-Seq

Following the 1-h cue reactivity test, bilateral micropunches of the NAcsh were pooled from each animal from a subset of animals [N = 12 assigned to one of 4 groups: IC1D, IC21D, EE1D, and EE21D (n = 3/group)] and analyzed for changes in transcript expression. 

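RNA sequencing data were analyzed here for the 12 rats of these groups, 3 in each of IC1D, IC21D, EE1D and EE21D, where IC and EE are isolated and enriched housing and 1D and 21D are 1 and 21 days of forced abstinence. Rats are named below by their animal code. The authors deposited, for each rat, a whole-number count for each of 41064 Ensembl rat transcripts, without normalization. To make these values they aligned the reads with HISAT2 and assembled and quantified transcripts with StringTie, so reads that overlap several isoforms of a gene were divided among them by that program, and the counts of isoforms or near-identical transcripts are uncertain for that reason. The counts per rat summed to between 18691622 and 23503246 in IC1D (median 22188350), between 16698916 and 25671717 in IC21D (median 19300637), between 11725831 and 24833968 in EE1D (median 23216016) and between 21632038 and 26975339 in EE21D (median 25052403). None of the 66 pairs of libraries was identical. From these counts, library sizes were scaled by edgeR's TMM method and each comparison was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, over the transcripts with at least 1 count summed over the 12 rats. The effects of abstinence length and of housing were taken from an additive model with both factors, 6 rats against 6. The Incubation contrast (IC21D over IC1D) and the Enrichment contrast (EE21D over IC21D) were taken from a model with 1 coefficient for each of the 4 groups, 3 rats against 3. With 3 rats per group, an exact permutation test of a single transcript cannot give a two-sided p below 0.1.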

An average of 52 (± 3.3 SEM) million reads were mapped per sample. 

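The deposited counts summed to 21624174 per rat on average over the 12 rats, with an SEM of 1260380 counts, and these counts on transcripts, not the mapped reads, are the depth behind the values below. A single transcript, ENSRNOT00000069133, took 40.1% ± 8.52 (SD, n = 12 rats) of the counts, from 30.9% in IC1D rat A2 to 54.8% in EE1D rat A16. The 8 transcripts with the most counts together took 61.3% ± 8.03 (SD, n = 12). Their share was largest in IC21D rat A24, at 75.6% (Wilson 95% confidence interval 75.55% to 75.59%, which covers counting error only), and left that rat 4714969 counts on all other transcripts. Rat A24 had at least 1 count on 13936 transcripts, against 19571 to 23306 in the other 11 rats. Its median Spearman correlation with the other libraries, across 18976 transcripts, was 0.744, against 0.823 to 0.866 for the others.

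**Figure D1:**
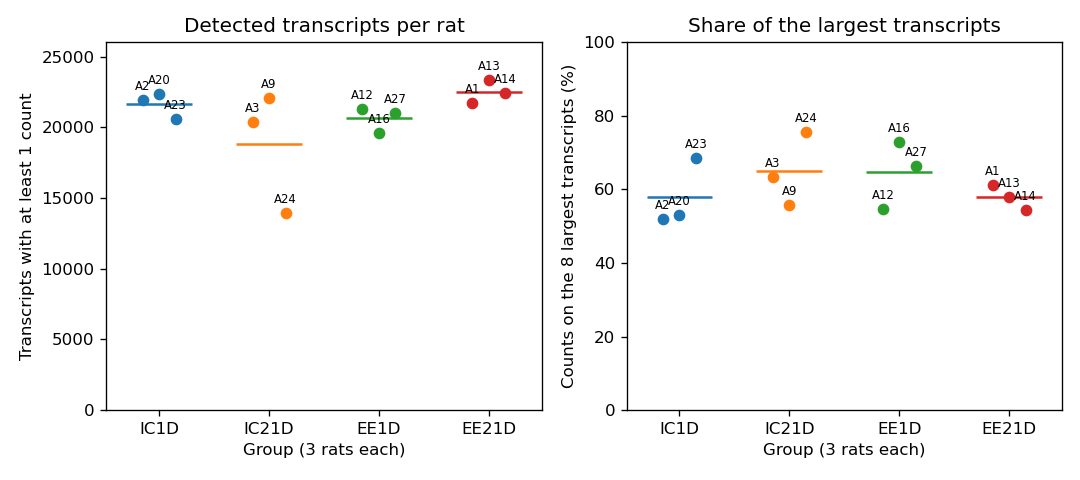
Number of transcripts with at least 1 count (left) and percentage of a rat's counts on the 8 largest transcripts (right), by group. Each point is 1 rat, labelled by its animal code, and each line is the mean of 3 rats. IC21D rat A24 has 13936 transcripts, fewer than every other rat.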

Of the 41,064 transcripts in the ENSEMBL rat database, we consistently detected 27,942 transcripts in our samples using a cutoff of 1 read across all samples. 

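At least 1 count summed over the 12 rats was found for 28622 of the listed transcripts, which are the transcripts tested here, and more than 1 count for 27942. The number depended on how the cutoff was applied across rats. With at least 1 count required in every rat, 12190 transcripts were detected, and with at least 10 counts in every rat, 10342. Many transcripts were present in some rats of a group and absent in others. In IC21D, 11175 transcripts had 100 or more counts in at least 1 rat, and 1709 of these (15.3%) had 0 counts in another rat of the same group. The corresponding shares were 6.94% in IC1D, 6.97% in EE1D and 5.91% in EE21D.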

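Between 21 and 1 days of forced abstinence, with housing in the model, 0 of 28622 transcripts had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test, 6 rats against 6), and the smallest adjusted p-value was 0.798. Between enriched and isolated housing, with abstinence length in the model, 0 transcripts passed and the smallest adjusted p-value was 0.443. These counts of 0 do not exclude changes. In simulated counts with 200 transcripts changed by a log2 fold change of 2, this model recovered 57 for abstinence length and 61 for housing. Of the alternatives, DESeq2's Wald test moved the numbers of passing transcripts most. In its additive model 12 transcripts passed for abstinence length and 12 for housing. In its model with an interaction term, each term is the effect at the reference level of the other factor, which in alphabetical order is EE for abstinence length and 1 day for housing. It then compares 3 rats with 3, EE21D with EE1D and EE1D with IC1D, and 103 and 116 transcripts passed.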

Based on the Wald test statistic, 135 transcripts were differentially regulated between abstinence lengths regardless of housing and 150 transcripts were differentially regulated between the housing conditions during abstinence prior to testing regardless of abstinence length (Fig. 1B). 

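With DESeq2's interaction term and a threshold of 0.1 on the adjusted p-value, over the 27942 transcripts with more than 1 count, 135 transcripts passed for EE21D against EE1D, 150 passed for EE1D against IC1D, and 75 passed in both comparisons. This setting was picked after the values were seen, out of several DESeq2 designs, reference levels, filters and thresholds tried, because it gives the paper's numbers. All 75 changed in opposite directions along IC1D, EE1D and EE21D. Both comparisons contain the 3 EE1D rats, with opposite sign. In the additive edgeR fits, which use all 12 rats in each effect, 98 transcripts had an unadjusted p-value of at most 0.05 for both factors. Of these, 54 changed in opposite directions and 44 in the same direction.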

Among the 285 total transcripts differentially regulated by these factors, 75 were shared between housing conditions and forced abstinence length (Fig. 1C, D). Among the transcripts regulated between forced abstinence lengths (1 vs. 21 days ignoring housing; n = 6/condition), more were downregulated than upregulated, whereas the opposite pattern was observed among those regulated between housing conditions (Isolation vs. EE ignoring abstinence length; n = 6/condition). 

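Taken as 21 days over 1 day, 325 of the transcripts with an unadjusted p-value of at most 0.05 in the additive fit were higher and 362 lower, and with upper-quartile in place of TMM scaling 367 were higher and 333 lower. Taken as enriched over isolated housing, 398 were higher and 316 lower, and with upper-quartile scaling 378 were higher and 384 lower. In the DESeq2 comparison of EE21D with EE1D, 87 of the called transcripts were higher in EE21D and 48 lower. In the comparison at 1 day of abstinence, 58 were higher in EE1D than in IC1D and 92 lower. Leaving out 1 rat turned both leans around: without EE21D rat A14, 48 of 131 calls were higher in EE21D, and without IC1D rat A20, 94 of 145 were higher in EE1D. Leaving out any EE1D rat instead made both leans stronger, so the direction of the shift followed the group that lost a rat. Of the calls for EE21D against EE1D, 29 had counts in all 6 rats and 92 had 0 counts in every rat of one group.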

Using the *contrast* function of ‘DESeq2′ in R, the number of differentially expressed transcripts in the isolation vs. enrichment groups following 21 days of forced abstinence were quantified; this contrast focused on enrichment as an intervention (Fig. 1B, Enrichment contrast; IC21D vs. EE21D; n = 3/group). We also quantified the number of differentially expressed transcripts in the 1 vs. 21 days of forced abstinence groups that remained isolated; this contrast focused on the incubation of motivation for cocaine across time during abstinence (Fig. 1B, Incubation contrast; IC1D vs. IC21D; n = 3/group). 185 transcripts were differentially regulated in the Enrichment contrast and 218 were differentially regulated in the Incubation contrast. 

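No transcript had an adjusted p-value under 0.05 in the Incubation contrast (0 of 28622, smallest adjusted p = 0.0576) or in the Enrichment contrast (0 transcripts, smallest adjusted p = 0.0614) with edgeR's quasi-likelihood test on all 4 groups. These counts of 0 do not exclude changes. In simulated counts with 200 transcripts changed in IC21D by a log2 fold change of 2, edgeR recovered 0 in each contrast. With a log2 fold change of 5 it recovered 129 for Incubation and 130 for Enrichment. On the rats' own counts, DESeq2 with an adjusted p-value under 0.05 called 156 transcripts for Incubation and 138 for Enrichment. With an adjusted p-value under 0.1 and more than 1 count summed over the 12 rats, a setting picked after the values were seen because it gives the paper's numbers, it called 218 and 185. Of the 218 Incubation calls, 109 had 0 counts in all 3 rats of one group, 67 had counts in all 6 rats, and 25 had counts in only 1 of the 6. Of the 185 Enrichment calls, 102 had 0 counts in all 3 rats of one group, 54 had counts in all 6 rats, and 21 had counts in only 1. When DESeq2 was limited to transcripts with at least 10 counts in every rat, 39 were called for Incubation and 18 for Enrichment.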

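Of the DESeq2 calls, 99 were shared by the Incubation and Enrichment contrasts, and 65 of these had 0 counts in all 3 IC21D rats. All 99 changed in opposite directions, taken as IC21D over IC1D and EE21D over IC21D. The IC21D rats enter both contrasts with opposite sign, and when the 9 rats of IC1D, IC21D and EE21D were regrouped, every shared call changed in opposite directions in 23 of 24 groupings, the actual one included. With edgeR, 463 transcripts had an unadjusted p-value of at most 0.05 in both contrasts, and all 463 changed in opposite directions.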

Among these 403 differentially-expressed (DE) transcripts, 99 were shared among Enrichment and Incubation (Fig. 1E). 

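In the Enrichment contrast, taken as EE21D over IC21D, 122 of the DESeq2 calls were higher in EE21D and 63 lower. In the Incubation contrast, taken as IC21D over IC1D, 81 were higher in IC21D and 137 lower. These leans turned around when some single rats were left out, to 54 of 138 higher without EE21D rat A14 for Enrichment and 108 of 172 higher without IC1D rat A20 for Incubation. Leaving out any IC21D rat instead made both leans stronger, so the direction of the shift followed the group that lost a rat. Transcripts with an unadjusted p-value of at most 0.05 in edgeR leaned the same ways with TMM scaling, 644 higher and 310 lower for Enrichment and 407 higher and 872 lower for Incubation. With upper-quartile scaling the division was nearly even, with 516 higher and 453 lower for Enrichment and 668 higher and 613 lower for Incubation.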

Among the transcripts differentially regulated within the Enrichment contrast, more were downregulated than upregulated, whereas the opposite pattern was observed among those regulated within the Incubation contrast (Fig. 1F).

### Forced abstinence effect

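The files list transcripts by Ensembl identifier and do not pair them with gene names, so other transcripts are reported here without a gene name, some by identifier and some only by their rank. The smallest p-value for abstinence length belonged to ENSRNOT00000080295. Its count was between 594 and 741 in the 3 EE21D rats and 0 in the other 9 rats, and its TMM-normalized level in EE21D was 25.2 ± 4.86 CPM (SD, n = 3). The adjusted p-value from edgeR's quasi-likelihood test was 0.798 for abstinence length, and DESeq2's for EE21D against EE1D was 8.23e-14. The transcripts with the next 2 smallest p-values fell, with 0 counts in all 6 rats at 21 days (adjusted p = 1 for each from edgeR, and 0.0175 and 0.000566 from DESeq2 for EE21D against EE1D). At 1 day, the former had 2 to 9 counts in IC1D and 9 to 15 in EE1D, and the latter 561 to 903 in IC1D and 0 to 417 in EE1D.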

Of the 135 transcripts regulated within the forced abstinence contrast (1D vs. 21D), the top 30 up- or down-regulated transcripts by log2 fold change can be seen in Fig. 2A. An additional approach to examining the forced abstinence contrast was to use Ingenuity Pathway Analysis (IPA) to investigate transcripts with *p* ≤ 0.05 from the DESeq2 analysis described above and the effect of changes in these transcripts in pathway activation or inhibition is shown as positive or negative Z scores, respectively. 

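With an unadjusted p-value of at most 0.05, edgeR's additive model gave 687 transcripts for abstinence length, where 1431 of the 28622 transcripts tested would be expected by chance if p-values were uniform. DESeq2's interaction model, which compares EE21D with EE1D, gave 693.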

A total of 693 transcripts met this criterion for the “Forced Abstinence” effect; following removal of duplicate genes by IPA a total of 586 transcripts remained. Selected pathways differentially regulated in forced abstinence are shown in Fig. 2B, with the “threshold” representing the negative log of the alpha-level (0.05) and “ratio” representing the number of differentially expressed transcripts in each canonical pathway vs. total number of transcripts in each category (i.e., a ratio of 0.10 is equivalent to 10% genes in the pathway). The top-ranked canonical pathways included *Insulin Receptor Signaling, Reelin Signaling in Neurons,* and *Synaptogenesis Signaling in Neurons*. All output data from IPA analysis of the abstinence effect can be found in the Table S1.

**Figure 2:**
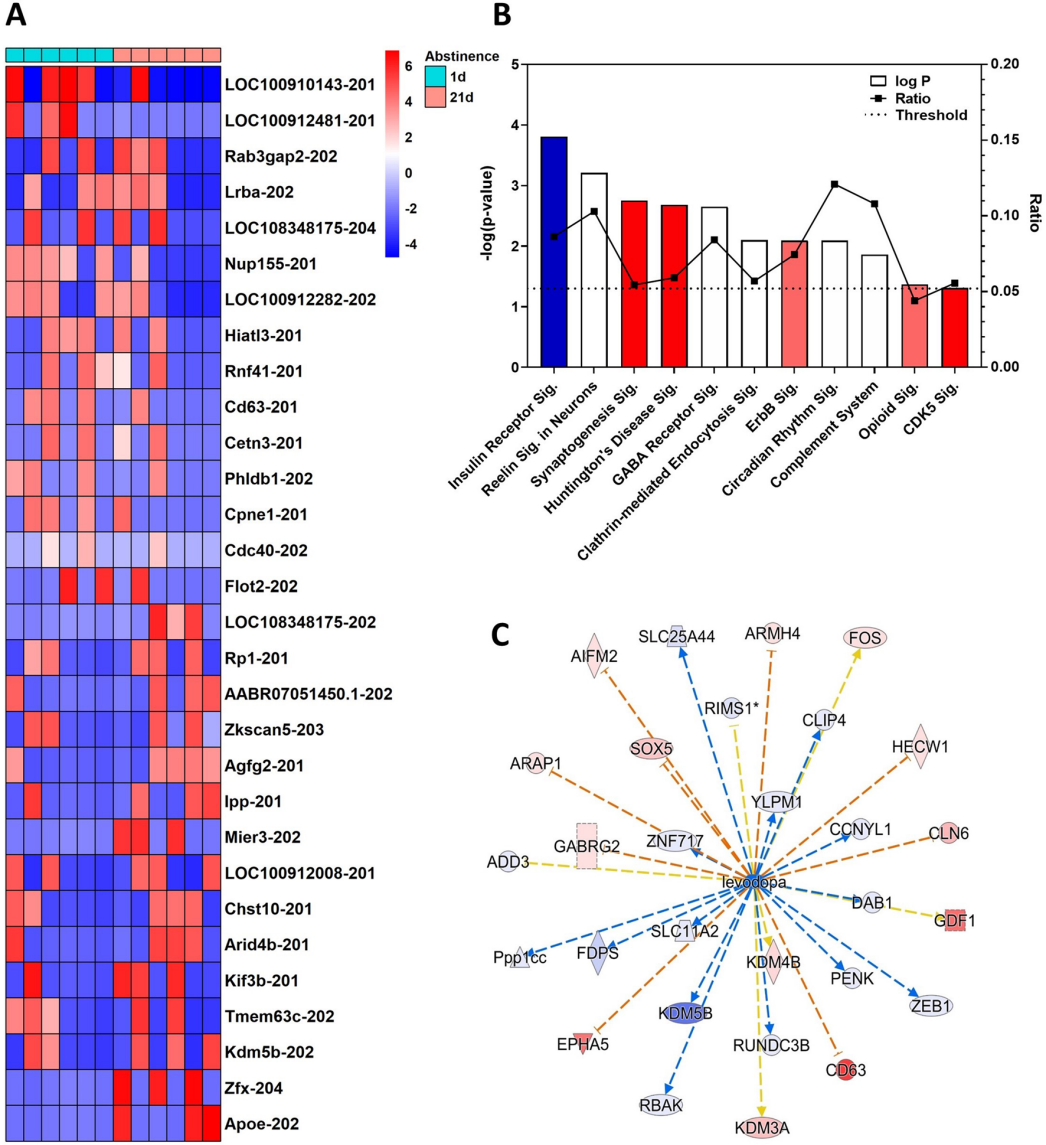
Abstinence-regulated transcripts. (**A**) The top 30 up- (red) and down-regulated (blue) transcripts due to abstinence, according to log2 fold change with subjects abstinent for 1 day denoted by turquoise squares and those abstinent for 21 days by salmon squares. (**B**) A selection of top canonical pathways found using IPA analysis. Blue = negative z-score and impact on the pathway; red = positive z-score and impact on the pathway; white = z-score = 0 signifying no information on impact or no change on the pathway. Log P: the negative logarithm of the *p* value for each pathway. An alpha (P) of 0.05 is equal to 1.301. Ratio: percentage of transcripts in the pathway. Threshold: pathways with a −log(P) > 1.301 were considered significantly regulated. Sig.: Signaling Pathway (**C**) A top upstream regulator according to IPA, *levodopa*, and the transcripts it targets within the Abstinence effect. The color intensity of the symbols represents the fold change of up- (red) or downregulation (blue) of each gene by abstinence.

### Synaptogenesis signaling in neurons

One significant canonical pathway within the forced abstinence effect, *Synaptogenesis Signaling in Neurons,* was of particular interest. The differentially regulated molecules within the pathway that are driving this effect (activation *Z-*score: 1.213) are predicted to be spread across the synaptic cleft. This activation Z-score indicates that the pathway is predicted to have increased activity in animals that experienced prolonged forced abstinence. In the presynaptic bouton, calcium/calmodulin-dependent protein kinase II gamma (*Camk2g*), adenylate cyclase 6 (*Adcy6*), synaptotagmin 17 (*Syt17*), adaptor related protein complex 1 subunit beta 1 (*Ap1b1*), and heat shock protein family A (*Hsp70*) member 8 (*Hspa8*) are all upregulated (Table S1). At the postsynaptic membrane, cadherin 13 (*Cdh13*) and neuroligin 2 (*Nlgn2*), both involved with scaffolding of the postsynaptic region, are downregulated. Additionally, the mammalian target of rapamycin kinase mTor (*Mtor*) is upregulated in abstinence, is part of the *Synaptogenesis Signaling in Neurons* pathway, and is known to influence synaptic spine development and maturation as well as local protein translation in dendrites^41,42^.

### Other functions and pathways related to forced abstinence

In addition to canonical pathways, IPA predicts upstream regulators of the molecules and expression levels that are input. Among the top upstream regulators, the dopamine precursor levodopa (L-dopa) was predicted to be in an inhibited state (Z-score = − 3.023, *p* = 3.16E−03; Fig. 2C). Additionally, *Reelin signaling in neurons* (*p* = 6.15E−04, ratio = 0.103) was among the top-ranked canonical pathways regulated by forced abstinence length, although reelin (*Reln*) itself was unchanged due to forced abstinence. Lastly, Figure S2 illustrates a selection of the top Diseases and Functions categories enriched within the forced abstinence effect. Within the regulated *Behavior* category, subcategories such as *Cognition* (*p* = 4.51e−6, z-score: −0.074), *Learning* (*p* = 1.39e−6, z-score: − 0.242), and *Spatial learning* (*p* = 1.21e−7, z-score: −0.923) are all predicted to have been negatively impacted by prolonged abstinence duration.

### Housing effect

From the 150 differentially expressed transcripts due to the housing main effect (IC vs. EE), the top 30 up- or down-regulated transcripts are shown in Fig. 3A. Using the 847 transcripts with *p* ≤ 0.05 from the DESeq2 analysis, the top-ranked canonical pathways of interest for the housing main effect were *Integrin-Linked Kinase (ILK) Signaling* (Fig. 3B) (*p* = 2.96E−03, *Z*-score: −1.069), *GABA Receptor Signaling* (*p* = 5.94E−03; no activity pattern available), and *Synaptogenesis Signaling Pathway* (*p* = 6.91E−03; *Z*-score: −0.229). 

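For housing, 714 transcripts had an unadjusted p-value of at most 0.05 in edgeR's additive model, again below the number expected by chance from uniform p-values. DESeq2 gave 733 in its additive model and 986 in its interaction model, where the housing term compares the groups at 1 day of abstinence. The smallest p-value for housing in edgeR belonged to the transcript found in EE21D rats alone. The next rose, from 5 to 62 counts in IC1D and 7 to 11 in IC21D to 207 to 562 in EE1D and 140 to 535 in EE21D (adjusted p = 0.443 from edgeR, and 0.000338 from DESeq2 at 1 day). The third fell, from 44 to 996 counts in IC1D and 1311 to 2100 in IC21D to 0 to 15 in EE1D and 40 to 419 in EE21D (adjusted p = 1 from edgeR, and 0.0133 from DESeq2 at 1 day).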

All output data from IPA analysis of the housing effect can be found in the Table S2.

**Figure 3:**
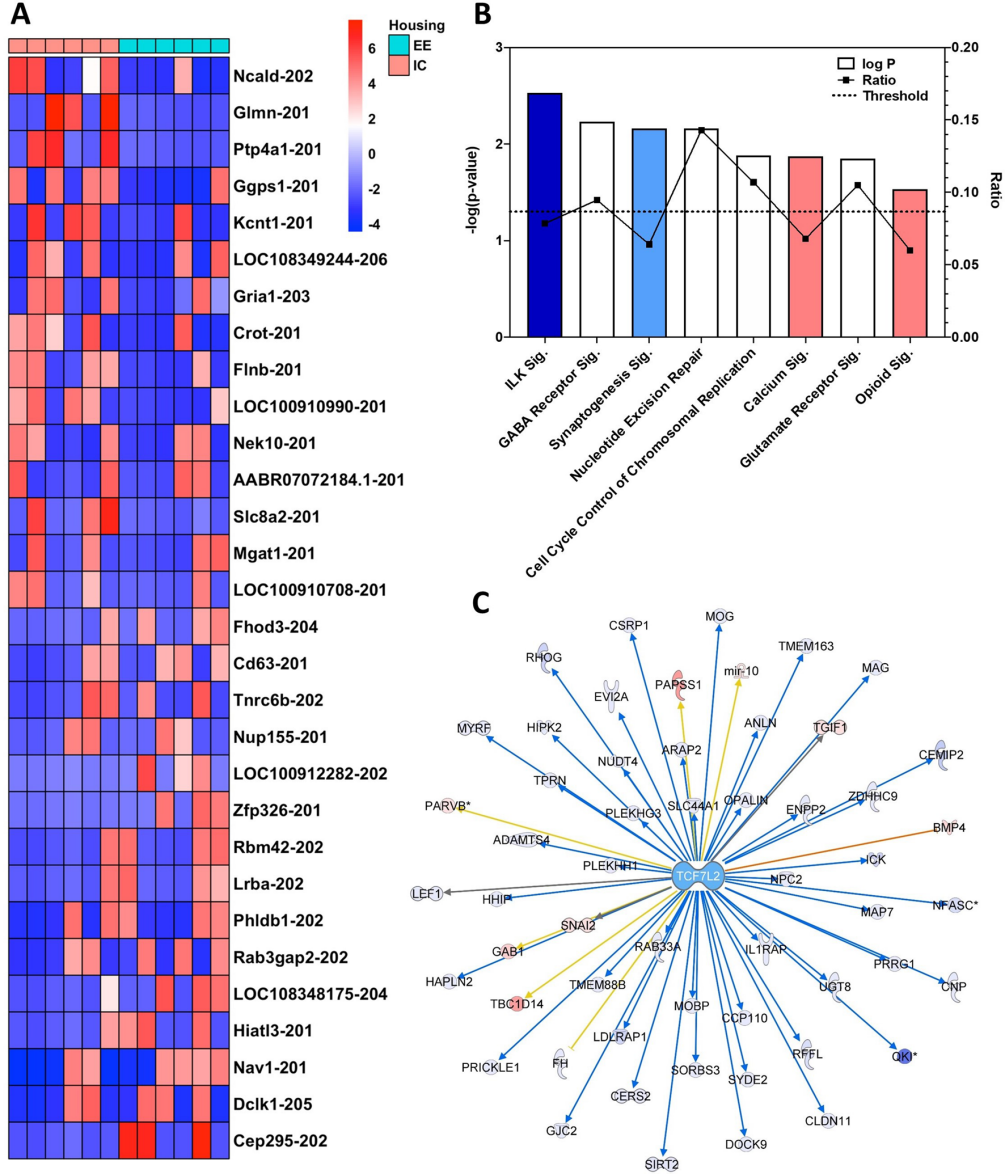
Housing-regulated transcripts. (**A**) The top 30 up- and down-regulated transcripts due to housing, with subjects in enriched housing denoted by turquoise squares and those in isolation housing by salmon squares. (**B**) A selection of top canonical pathways found using IPA analysis. Blue = negative z-score; red = positive z-score; white = z-score = 0. Ratio: percentage of transcripts in the pathway targeted. Sig.: Signaling Pathway (**C**) TCF7L2, a transcriptional regulator that targets 55 molecules found in the housing effect, was the top upstream regulator. The color intensity of the symbols represents the fold change of up- (red) or downregulation (blue) of each gene by housing environment.

### ILK signaling

The top canonical pathway, *ILK Signaling*, has a predicted inhibition based on transcript expression results from our RNA-seq analysis. The molecules involved represent approximately 7.9% of the pathway and include integrin subunit beta 4 (*Itgb4*), *Mtor*, and several other molecules included in the pathway that recent research has shown to be crucial for the establishment of neuronal polarity^43^.

### Other functions and pathways related to housing

Among the top predicted upstream regulators of the effect of housing, the transcriptional regulator *Tcf7l2* targeted 55 molecules with *p* ≤ 0.05 (Fig. 3C). Within the Diseases and Biological Functions categories (Figure S3), many *Nervous System Development and Function* categories are predicted to be inhibited, including *Migration* (*p* = 1.18E−07, Z-score: − 2.454), *Development* (*p* = 1.17E−08, *Z*-score: − 3.244), *Proliferation* (*p* = 6.80E−07, *Z*-score: − 2.782), *Branching* (*p* = 1.64E−04, *Z*-score: − 2.259), *Growth* (*p* = 5.13E−07, *Z*-score: − 3.442), and others. Furthermore, within the *Cell Death and Survival* pathway a decrease in *Cell viability* (*p* = 6.04E−07, *Z*-score: − 2.482) and *Cell survival* (*p* = 6.96E−07, *Z*-score: − 2.368) and a concurrent increase in *Apoptosis* (*p* = 7.09E−04, *Z*-score: 2.173) are predicted. These pathways are explored in further detail below in the Incubation and Enrichment contrast results.

### Incubation effect

We used the “contrasts” feature of “DESeq2” in R to compare expression data from animals that experienced isolation housing during forced abstinence for 1 or 21 days (IC1D vs. IC21D). 

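In the Incubation contrast the smallest p-value belonged to ENSRNOT00000072527, which had 48 to 74 counts in the 3 IC1D rats and 0 in the 3 IC21D rats. Its level was 2.86 ± 0.911 CPM (SD, n = 3) in IC1D and was at least 16.4-fold lower in IC21D, computed against a floor of 3 counts. This and the other fold changes given below as at least a value compare a group mean with that floor. They cover counting error only. The adjusted p-value was 0.0576 from edgeR's quasi-likelihood test, and across 14 alternatives the adjusted p-value ranged from 3.22e-08 to 0.965. ENSRNOT00000027258 was at 3.56 ± 0.348 CPM (SD, n = 3) in IC1D and had 0 counts in every IC21D rat (adjusted p = 0.457 from edgeR and 1.73e-08 from DESeq2). Of the 3 smallest p-values, the transcript that rose was ENSRNOT00000088616, with 1 to 5 counts in IC1D and 11 to 292 in IC21D, a log2 fold change of 5.86 (standard error 0.937, adjusted p = 0.659 from edgeR and 1.30e-07 from DESeq2).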

The top 30 (of 218 total differentially expressed) up- or down-regulated transcripts can be seen in Fig. 4A. 

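An unadjusted p-value of at most 0.05 was reached by 1279 transcripts in the Incubation contrast with edgeR and by 1647 with DESeq2. Leaving out each of the 6 rats in turn gave between 637 and 2220 transcripts with edgeR.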

A total of 1,463 transcripts met selection criteria for IPA analysis using a threshold of *p* ≤ 0.05, with 1,403 transcripts remaining after the removal of variants. A selection of the top canonical pathways for the Incubation effect included *CREB Signaling in Neurons* (*p* = 2.27E−05, *Z*-score: − 2.837), *Synaptogenesis Signaling Pathway* (*p* = 1.26E−04, *Z*-score: − 1.061), and *Synaptic Long Term Potentiation* (*p* = 1.17E−03, *Z*-score: − 2.5). All output data from IPA analysis of the incubation effect can be found in the Table S3.

**Figure 4:**
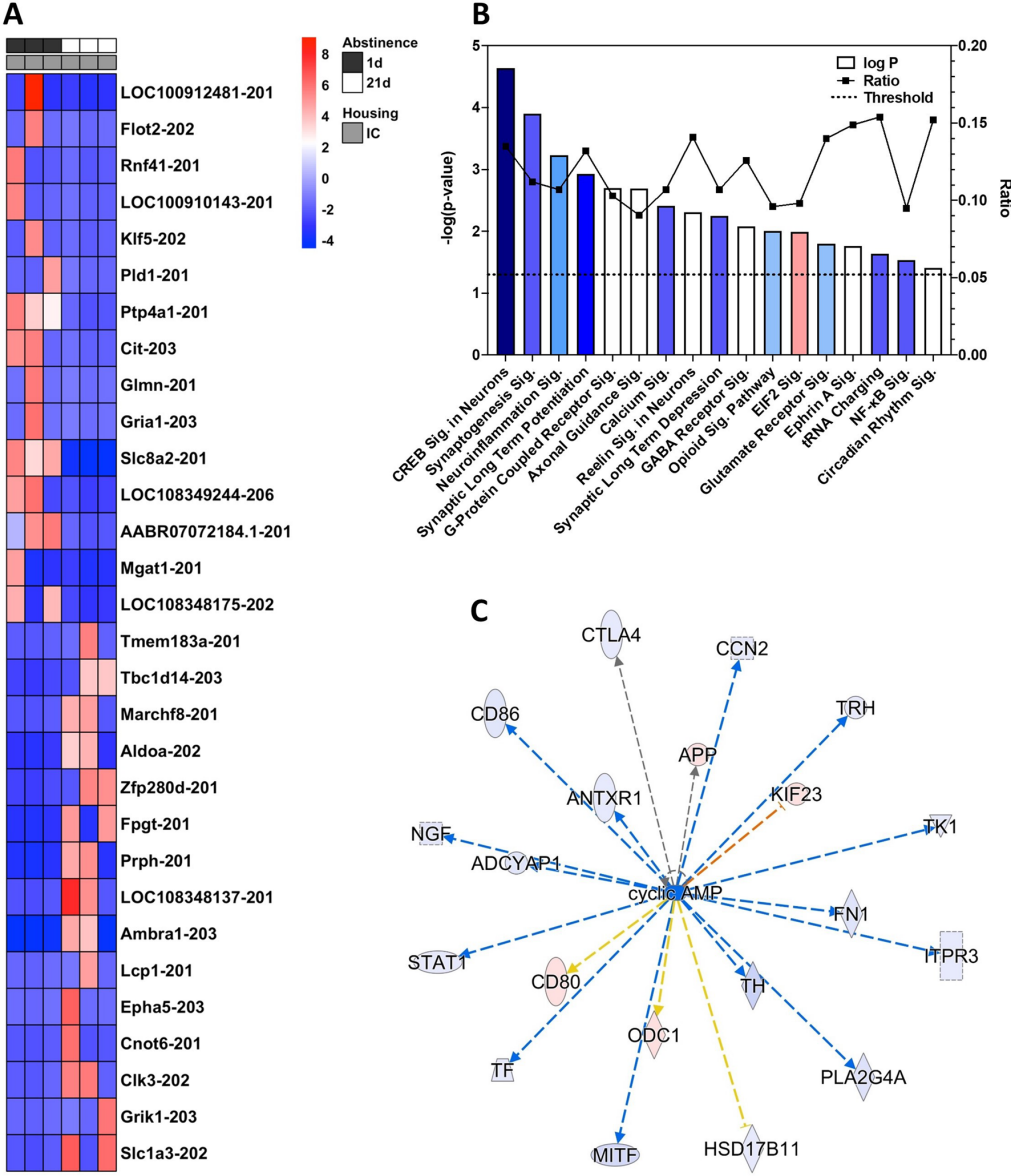
Incubation-regulated transcripts. (**A**) The top 30 up- and down-regulated transcripts due to incubation. (**B**) A selection of top canonical pathways found using IPA analysis. Blue = negative z-score; red = positive z-score; white = z-score = 0. Ratio: percentage of transcripts in the pathway targeted. Sig.: Signaling Pathway (**C**) cAMP was predicted as a top upstream regulator due to its predicted targeting of differentially expressed transcripts. The color intensity of the symbols represents the fold change of up- (red) or downregulation (blue) of each gene by the Incubation effect.

### CREB signaling in neurons

*Cyclic-AMP response element binding protein (CREB) Signaling in Neurons*, the top canonical pathway for the Incubation effect (Fig. 4B), is led by the significant upregulation of *Creb* itself in prolonged abstinence. CREB has long been linked to memory, plasticity, neuronal development and survival, and has gained recent attention for its connection to neurological disorders^44^. Our results indicate that while *Creb* is upregulated in Incubation, other genes in the pathway including *Camk2d/g* and RNA polymerase II subunit A (*Polr2a*) are all downregulated. 

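The Camk2d transcript that the paper identifies, ENSRNOT00000016026, had 0, 91 and 649 counts in the 3 IC1D rats and 0 counts in all 3 IC21D rats. Its level in IC1D was 12.8 ± 19.5 CPM (SD, n = 3), an SD larger than the mean. The log2 fold change of IC21D over IC1D was -11.13 (standard error 3.66, adjusted p = 0.843 from edgeR's quasi-likelihood test), and the exact permutation test on the 6 values gave p = 0.4, two-sided. With DESeq2 the log2 fold change was -10.28 (standard error 2.58, adjusted p = 0.0125). Other isoforms of Camk2d, and the Camk2g, Polr2a and Creb transcripts, were not analysed here because the files do not pair identifiers with gene names.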

Combined with the other affected molecules, IPA predicts an inhibition of *CREB Signaling in Neurons*.

### Other functions and pathways related to incubation contrast

In addition to the pathways described above, many other significant pathways showed similar *Z*-scores indicating inhibited action, including *Neuroinflammation Signaling Pathway* (*p* = 5.87E−04; activated *Z*-score: − 0.577), *Calcium Signaling* (*p* = 3.89E−03; *Z*-score: − 1.5), *Synaptic Long Term Depression* (*p* = 5.63E−03; *Z*-score: − 1.886), *Glutamate Receptor Signaling* (*p* = 1.58E−03; *Z*-score: − 0.447), *Opioid Signaling Pathway* (*p* = 9.86E−03; *Z*-score: − 0.853), and *NF-κB Signaling* (*p* = 2.93E−02; *Z*-score: − 1.5). Conversely, the *EIF2 Signaling Pathway* that regulates translation initiation was predicted to be activated by prolonged abstinence (*p* = 1.02E−02; *Z*-score: 0.535). Among the top upstream regulators, cyclic AMP (cAMP) signaling was predicted to regulate 20 transcripts that show differential expression between durations of abstinence in isolation (Fig. 4C), with three quarters of those transcripts downregulated. The upstream analysis also highlighted the importance of transcription regulation within the incubation effect, as 90 of 542 predicted upstream regulators are classified as “transcription regulator” molecules, the most of any category. Using the Diseases and Functions analysis function of IPA, top-regulated categories include *Cellular Assembly and Organization*, *Cellular Function and Maintenance*, *Cell Death and Survival*, *Nervous System Development and Function*, and *Neurological Disease* (Figure S4).

### Enrichment effect

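The same transcript ENSRNOT00000072527 had the smallest p-value in the Enrichment contrast, where it rose from 0 counts in every IC21D rat to 62 to 86 counts in the EE21D rats, at least 15.4-fold higher (adjusted p = 0.0614 from edgeR's quasi-likelihood test and 4.85e-08 from DESeq2). Its level in EE1D, 2.60 ± 0.354 CPM (SD, n = 3), was close to that in EE21D, 2.69 ± 0.287 CPM (SD, n = 3). ENSRNOT00000080295, found in EE21D rats alone, was at least 145-fold higher in EE21D than in IC21D (adjusted p = 0.297 from edgeR and 4.38e-14 from DESeq2). ENSRNOT00000027258, the last of the 3 with the smallest p-values, had 0 counts in all IC21D and EE1D rats and 66 to 143 in EE21D. It was at least 21.1-fold higher in EE21D than in IC21D (adjusted p = 0.297 from edgeR and 1.83e-08 from DESeq2). For each of these 3 transcripts, every EE21D rat was above every IC21D rat. The exact permutation test gave a two-sided p of 0.1, the smallest that 3 rats against 3 allow.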

The top 30 up- or down-regulated transcripts identified from the “enrichment effect” contrast comparing animals in forced abstinence from cocaine for 21 days in either isolation or enriched housing (IC21D vs. EE21D) can be seen in Fig. 5A. 

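In the Enrichment contrast 954 transcripts reached an unadjusted p-value of at most 0.05 with edgeR and 1202 with DESeq2. Fits that each left out 1 of the 6 rats gave between 561 and 1832 transcripts with edgeR.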

We used IPA with the 1,091 transcripts with a *p* ≤ 0.05 from the DESeq2 analysis and further trimmed to 1,040 transcripts to remove duplicate transcript variants. A selection of the top canonical pathways (Fig. 5B) includes *Wnt/Ca*^+^ *Pathway* (*p* = 2.73E−04; *Z*-score: 0.632), *Dendritic Cell Maturation* (*p* = 3.24E−04; *Z*-score: 2.183), and *Synaptogenesis Signaling Pathway* (*p* = 9.38E−04; Z-score: 1.8). All output data from IPA analysis of the enrichment effect can be found in the Table S4.

**Figure 5:**
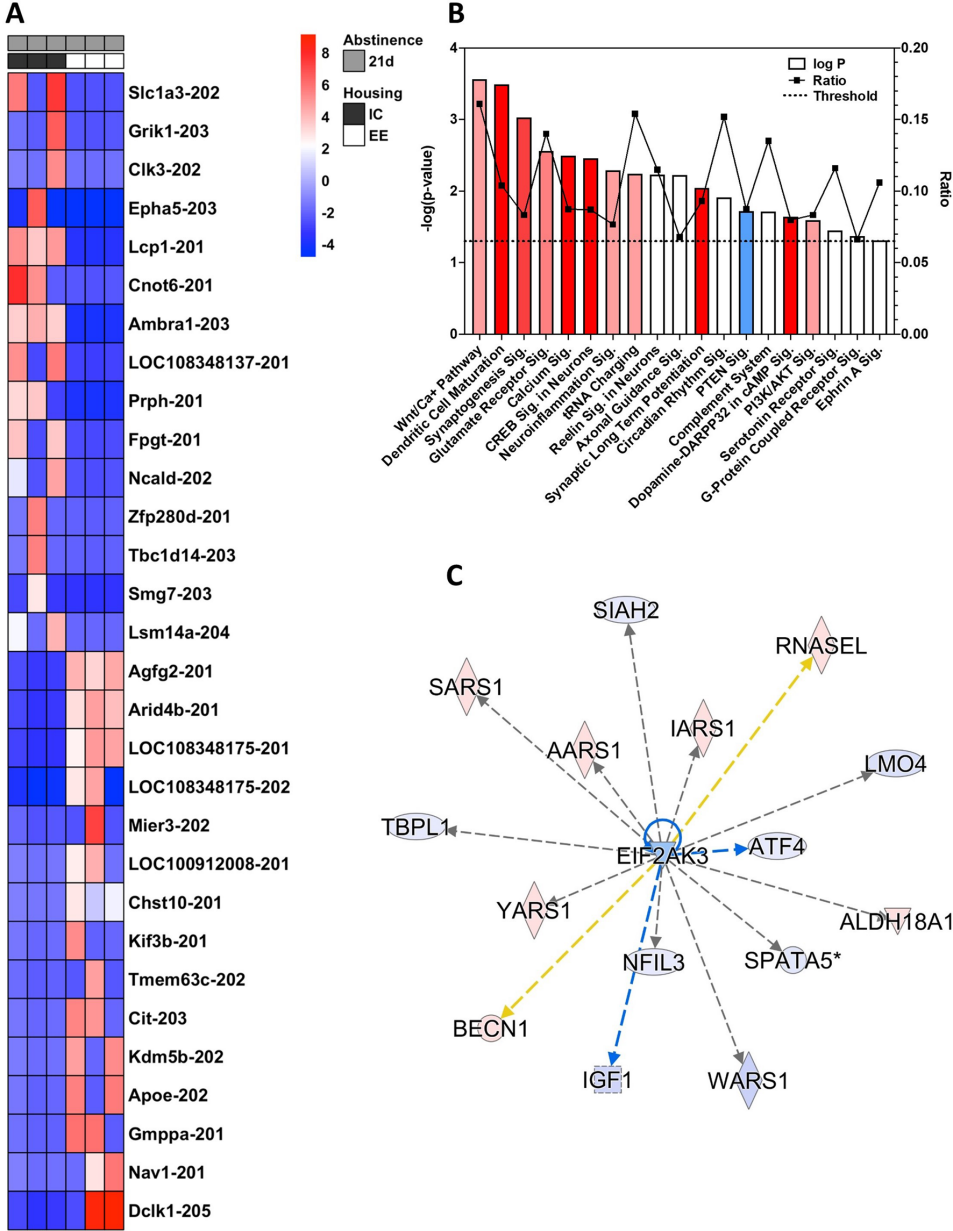
Enrichment-regulated transcripts. (**A**) The top 30 up- and down-regulated transcripts due to enrichment. (**B**) A selection of top canonical pathways found using IPA analysis. Blue = negative z-score; red = positive z-score; white = z-score = 0. Ratio: percentage of transcripts in the pathway targeted. Sig.: Signaling Pathway (**C**) EIF2AK3 was predicted as a top upstream regulator and is known to regulate protein translation. The color intensity of the symbols represents the fold change of up- (red) or downregulation (blue) of each gene by the Enrichment effect.

### Eukaryotic initiation factors

Within the analysis of predicted upstream regulators of the enrichment effect one of the top molecules was *Eif2ak3* (also known as *Pek* or *Perk*), a kinase of the eukaryotic initiation factor 2 alpha (eIF-2-α; Fig. 5C). Within the enrichment data obtained here, activity of *Eif2ak3* is predicted to be inhibited, suggesting phosphorylation of eIF-2-α is down when translation and cocaine-seeking are up. However, normalized expression counts from the enrichment comparison indicate that another eIF-2-α kinase, *Eif2ak2* (also known as *Pkr*, *Ppp1r83*, or *Prkr*), showed increased expression in EE rats, as does *Eif4e2*. Thus, overall phosphorylation of *Eif* signaling is potentially increased in enrichment, which would lead to a reduction in protein translation according to the established mechanisms^45^.

### Other functions and pathways related to the enrichment contrast

In addition to the IPA pathways described above, several other pathways of interest were significantly affected: *Glutamate Receptor Signaling* (*p* = 2.76E−03; *Z*-score: 0.447), *CREB Signaling in Neurons* (*p* = 3.44E−03; *Z*-score: 2.668), *Calcium Signaling* (*p* = 3.27E−03; *Z*-score: 2.309), *Synaptic Long Term Potentiation* (*p* = 9.21E−03; *Z*-score: 2.887), and *Neuroinflammation Signaling Pathway* (*p* = 5.07E−03; *Z*-score: 1.606) (Fig. 5B). Many of these pathways were positively activated with EE compared to isolation, the opposite of that seen with the incubation effect above. Finally, IPA analysis indicates that Diseases and Functions significantly regulated by the Enrichment effect include similar groupings as seen above for the incubation effect, including *Nervous System Development and Function, Neurological Disease, Cellular Assembly and Organization*, *Cellular Function and Maintenance*, and *Cell Death and Survival*, as well as *Post-Translational Modification* and *Protein Synthesis* (Figure S5)*.*

### RT-qPCR results

To validate the effects seen using RNA-seq, a selection of transcripts from a subset of the rats (21 days of forced abstinence; isolation: n = 6, enrichment: n = 7) was screened using RT-qPCR. RNA-seq results for *Camk2d* (ENSRNOT00000016026) showed a 9.01-log2 fold increase that was validated as a 1.30-fold increase using RT-qPCR (Figure S6A). 

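The deposited counts of this Camk2d transcript were 90, 42 and 291 in the 3 EE21D rats and 0 in each of the 3 IC21D rats. Its level in EE21D was 5.32 ± 5.10 CPM (SD, n = 3), at least 30.5-fold higher than in IC21D. That ratio was computed against a floor of 3 counts (0.174 CPM on average over the IC21D libraries). It covers counting error only, for the mean of these rats. The increase that the paper reports from RT-qPCR of this transcript, on more rats, is far smaller. The edgeR log2 fold change of EE21D over IC21D was 9.86 (standard error 3.60, adjusted p = 0.968) and that of DESeq2 was 9.01 (standard error 2.58, adjusted p = 0.068). A ratio against a group at 0 has no finite value, so the size of these log2 fold changes is set by how each program treats 0. Every EE21D rat was above every IC21D rat (exact permutation test, two-sided p = 0.1, the smallest that 3 rats against 3 allow). A count of 0 was also found in 1 of 3 rats in IC1D and in 1 of 3 in EE1D.

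**Figure D2:**
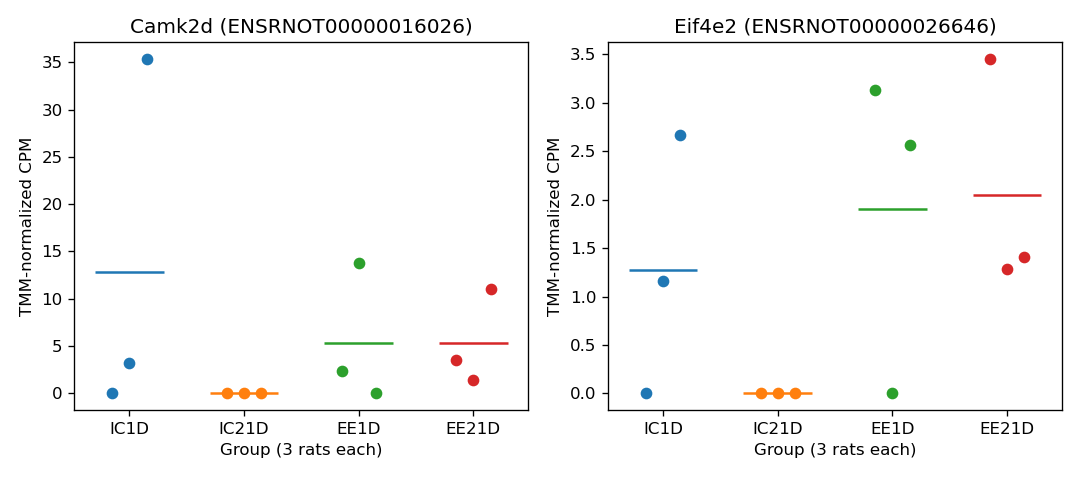
TMM-normalized CPM of the Camk2d transcript (left) and the Eif4e2 transcript (right) by group. Each point is 1 rat and each line the mean of 3 rats; all 3 IC21D rats are at 0 in both panels.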

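The Eif4e2 transcript ENSRNOT00000026646 had 89, 39 and 37 counts in the 3 EE21D rats and 0 in each IC21D rat. Its level in EE21D was 2.05 ± 1.22 CPM (SD, n = 3), at least 11.8-fold higher than in IC21D. The same limits hold for this ratio, and the increase that the paper reports from RT-qPCR is again far smaller. The edgeR log2 fold change was 8.49 (standard error 2.68, adjusted p = 0.968) and that of DESeq2 was 7.62 (standard error 2.23, adjusted p = 0.0819). The exact permutation test gave a two-sided p of 0.1, the smallest possible with 3 rats against 3. In EE1D and in IC1D, 2 of 3 rats had counts on this transcript and 1 had 0.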

One of the *Eif4e2* transcript isoforms (ENSRNOT00000026646) showed a log2 fold increase of 7.62 in the RNA-seq analysis that was validated as 1.69-fold increase with RT-qPCR (Figure S6B). It should be noted that RT-qPCR primers were designed from transcript-specific exon sequences. For example, the *Eif4e2* transcript chosen (ENSRNOT00000026646) represents 1 of 6 splice variants in the Ensembl *Rattus norvegicus* library.

## Discussion

The present study identified transcriptome differences in male rats with a history of cocaine self-administration that were housed in isolation or in an enriched environment during forced abstinence from cocaine for either 1 or 21 days. As expected from previous research^32,33^, isolation housing during the 21-day forced abstinence period from cocaine self-administration resulted in robust cocaine-seeking behavior during a cue reactivity test, whereas EE housing, which included social, exercise, and novelty components, blunted cocaine-seeking behavior to levels similar to that observed with only 1 day of forced abstinence (Fig. 1A). A lead hypothesis of the mechanisms underlying the robust effects of EE on cocaine-related behaviors is stress innoculation^46^. Based on this theory, EE presents mild stress that fine tunes stress reactivity systems such that EE rats are better able to cope with the stress. In the present study, EE rats may better cope with stress associated with the cue reactivity test than rats housed in isolation, thereby reducing incentive to seek cocaine. Another feature of the present experiment that introduces differential stress across groups is the switch in environments in EE rats, but not isolated rats, during forced abstinence. Previous research from our lab employing a similar experimental design and timeline showed no differences in plasma corticosterone levels between enriched and isolated saline-yoked animals^47^. Furthermore, a decrease in plasma corticosterone levels was observed in enriched rats compared to isolated rats with a history of cocaine self-administration^47^. These previous findings suggest that EE rats adapt rapidly to potential stress effects of the switch from isolation to EE and suggest that the reduction of cocaine seeking in EE rats may involve stress inoculation.

Given that RNA-seq identifies hundreds of regulated transcripts, it is important to validate findings via other measures of RNA or comparison to previous literature. In this study, the *Signaling by Rho Family GTPases* pathway was downregulated by 21 days of forced abstinence, similar to the results of a recent RNA-seq study of cocaine self-administration where this pathway was reported as the top-ranked canonical pathway^34^. Furthermore, this pathway has been shown to be downregulated by experimenter-delivered cocaine administration^48^. Together, these results suggest that the downregulation of the Rho associated pathway is in part due to cocaine history but potentially amplified by protracted, forced abstinence. Additionally, the retinoic acid receptor activation pathway was differentially regulated by cocaine across the two housing conditions, with upregulation in animals housed in enrichment and downregulation in animals housed in isolation. Similarly, Zhang and colleagues^34^ previously found significant upregulation of the retinoic acid pathway due to housing in EE prior to cocaine self-administration. In addition, *Camk2d* and *Eif4e2* transcripts were chosen for validation from a cohort of animals that experienced the same cocaine self-administration protocol and 21 days of abstinence in either isolation or enrichment. Both of these transcripts demonstrated fold increases in accordance with the RNA-seq data (Figure S6). These findings together with the consistency of the present RNA-seq data with the previous literature offers validation of our analytical approach.

An exciting result from the RNA-seq analysis is that the robust transcriptomic differences observed with incubation (i.e., 1 vs. 21 days forced abstinence contrast in isolated rats) showed largely opposite changes with enrichment (i.e., EE versus isolation contrast in 21-day forced abstinent rats) within several pathways. 

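Across 18976 transcripts, the change with incubation (IC21D minus IC1D, in mean log2 CPM) and the change with enrichment (EE21D minus IC21D) had a Pearson r of -0.722. Transcripts are not independent replicates. Both changes contain the IC21D rats with opposite sign, which pushes r toward negative values without any effect. The r was therefore compared with all 840 ways to group the 9 rats of IC1D, IC21D and EE21D in 3 groups of 3. Under these groupings r ranged from -0.78 to -0.242, with a median of -0.456, and 24 groupings gave an r at least as negative as the actual one (permutation test, one-sided p = 0.0286). All 24 had IC21D rat A24, the library with the fewest detected transcripts, in the shared group. Among the 280 groupings with A24 in that group, the share with an r as negative was 0.0857. The permutation p was above 0.05 without A24 and also without A2, A20, A3 or A14, each left out alone, with 0.118 without A20 the highest, so this is not specific to A24. From the pathways shared by the Incubation and Enrichment contrasts, the paper proposes that enrichment may prevent or undo gene network changes that occur during abstinence.

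**Figure D3:**
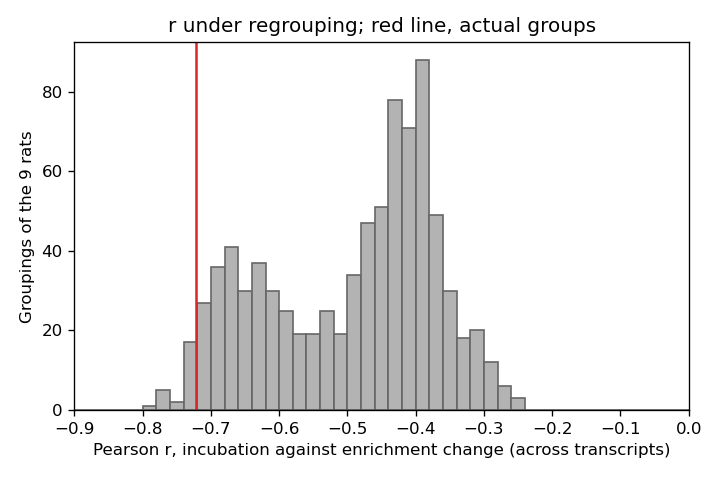
Pearson r between the incubation and enrichment changes (x axis) for the 840 groupings of the 9 rats (y axis, number of groupings). The red line marks the actual groups, at -0.722; the median of all groupings is -0.456.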

Of the 155 regulated pathways in either the incubation or enrichment contrasts, 66 are shared between the two conditions. Furthermore, 49 of those 66 shared pathways show reverse activity levels between incubation and enrichment. For instance, *Synaptic Long Term Potentiation* has significantly upregulated activity in enrichment but downregulated activity in incubation. Additionally, *Synaptogenesis Signaling Pathway* has the identical pattern—upregulated activity in enrichment and downregulated in incubation. Additional pathways that exhibit opposing regulation by incubation versus EE include *CREB Signaling in Neurons*, *Neuroinflammation Signaling Pathway*, *Calcium Signaling*, and *Glutamate Receptor Signaling*, which have been implicated in cocaine-seeking behavior previously^49–53^. The *Opioid Signaling Pathway* was also differentially regulated in the incubation contrast, which is a pathway that has received relatively little attention as a mechanism of cocaine-seeking behavior but includes molecules such as *Camk2d*, *Camk2g*, *Grin2d*, *Th*, and *Nfkb1* as contributing toward its significant regulation. The enrichment contrast implicated the *Wnt/Ca*^++^ *Pathway*, *Dendritic Cell Maturation*, *PI3K/AKT Signaling*, and *Dopamine-DARPP32 Feedback in cAMP Signaling* pathways in the blunting effect of EE on cocaine-seeking behavior. Thus, environmental enrichment may prevent or reverse multiple gene network changes that take place during abstinence and that presumably contribute to incentive motivation for cocaine, which manifests as cocaine craving in individuals with CUD and is thought to be a major factor in relapse.

The IPA analysis suggested additional pathways that exhibit differential regulation across abstinence period regardless of housing conditions and across housing conditions regardless of forced abstinence length. The abstinence effects were observed for *Huntington’s Disease Signaling* and *Reelin Signaling in Neurons* pathways. The reelin pathway is a key contributor to the development of schizophrenia and other neuropsychiatric disorders such as depression and psychosis^54,55^, and these psychiatric conditions are often comorbid with substance use disorders^56,57^. Additionally, the reelin pathway modulates gamma-aminobutyric acid (GABA) transmission and neuroplasticity, two mechanisms thought to be involved in cocaine use disorders^58,59^. Housing condition effects were observed for *ILK Signaling*, a pathway known to be linked to cocaine sensitization and structural plasticity^60^, and *Tcf7l2*, a transcription factor commonly associated with diabetes but recently linked to nicotine consumption^61^.

The top pathways exhibiting whole transcriptome changes related to Diseases and Biological Functions highly overlapped between the incubation and EE contrasts, although the changes were in opposite directions. These include nervous system development, neurological disease, and several cellular functions, such as *neuronal cell death* (increased activity) and *proliferation of neuronal cells* (increased activity) in the enrichment contrast. By contrast, in the incubation contrast (Isolated 1 day vs. Isolated 21 days), the *proliferation of neuronal cells* pathway shows significantly reduced activity with prolonged withdrawal as well as a reduction in the *neuronal cell death* category. Under some experimental manipulations, the ventral striatum acquires new neurons (see review by Gould, 2007). For example, chronic infusion of the dopamine D3 receptor agonist, 7-OH-DPAT, into the subventricular zone leads to increased proliferation of new cells within the striatum of adult female rats^63^. Furthermore, intracerebroventricular delivery of platelet-derived growth factors and brain-derived neurotrophic factor (BDNF) in adult female rats leads to an increase in the number of newly generated neurons within the striatum^64^. While little attention has been given to adult neurogenesis within the nucleus accumbens with drugs of abuse, considerable research has shown that cocaine exposure reduces neurogenesis in the adult hippocampus, including in self-administration studies^65,66^. Interestingly, hippocampal neurogenesis functions have previously been implicated in post-mortem tissues of human cocaine users, with 3 molecules—liprin beta 1 (PPFIBP1), oligophrenin 1 (OPHN1), axotrophin (AXOT)—upregulated by cocaine, and 2 molecules—SH3 and multiple ankyrin repeat domains 2 (SHANK2) and semaphorin 6A (SEMA6A)—downregulated by cocaine^67^. In contrast, EE increases neurogenesis in the dentate gyrus of adult rats as well as a corresponding improvement in spatial memory in a water maze testing paradigm^68^. These findings allude to a loss of plasticity within NAcsh circuits involved in incubation, resulting in enhanced expression of the prepotent drug seeking response, and a “reboot” of plasticity by enrichment, which weakens the prepotency of drug seeking behavior.

An interesting overlap between the present study and previous research examining EE effects on cocaine self-administration is the upregulation of transcripts in the eukaryotic initiation factor (EIF) signaling pathway^34^. Three EIF transcript variants were differentially expressed among our conditions: (1) *Eif1b-201* is increased in prolonged forced abstinence; (2) *Eif4e2-201* is increased in EE; and, (3) *Eif2b2-201* is increased in incubation. *Eif2 signaling* pathway genes were also upregulated in isolated animals abstinent from cocaine for 21 days compared to 1 day, suggesting increased pathway activation. Zhang et al. (2016) previously observed that the top canonical pathway altered by EE housing prior to cocaine access was *Eif2 signaling,* which regulates mRNA translation. Recent studies in mice indicate that when expression levels of phosphorylated eIF-2-α, the protein product of *Eif2s1*, in the ventral tegmental area are reduced through mutation or blocked pharmacologically, vulnerability to nicotine^69^ and cocaine^70^ increases. Furthermore, when tobacco smokers express a single nucleotide polymorphism in the orthologous gene that encodes eIF-2-α in humans (which shares > 99% of the sequence with mice and rats), a reduction in reward-induced activity within the caudate and putamen nuclei is observed^69^. Control of translation by eIF-2-α phosphorylation is critical for regulation of synaptic strength and memory (see review by Costa-Mattioli et al.^71^). These same processes in the amygdala have been shown to mediate reconsolidation of drug-conditioned place preference memory for morphine and cocaine as well as for heroin-associated cue memories following establishment of self-administration^72^. Furthermore, Werner et al. (2018) found that eIF-2-α is dephosphorylated when rats experience a test for cocaine-seeking following withdrawal from cocaine and thus translation is increased; however, when they then blocked dephosphorylation of eIF-2-α to restore inhibition of translation, cocaine seeking was reduced^73^. These findings combined with the effects observed on the *Eif2 signaling* pathway here highlight the importance of cocaine on translational control within the nucleus accumbens and that EE influences those mechanisms in a restorative manner.

Surprisingly, none of our contrasts included a significant portion of the *ERK/MAPK Signaling* pathway even though there are converging lines of evidence that this pathway is involved in cocaine-seeking behavior (see reviews ^74–76^). There are several differences between the previous studies and the present study that may account for this discrepancy, including differences in the location of brain sample^47^, measures of protein vs. transcript^35,77–79^, and differences in experimental design regarding the control comparison (saline control or other cocaine-experienced groups)^34,35^ and when EE was utilized (i.e., prior to self-administration or during abstinence)^34,35,77^. Other studies of ERK changes with drugs of abuse have focused on the amygdala or hippocampus, two regions known to be crucial for the development and persistence of CUD but not tested here (see reviews ^80,81^). Additional investigation in these other brain regions of the complex interaction between housing environment and duration of forced abstinence could potentially reveal region-specific differences in the *ERK/MAPK Signaling* pathway crucial to our understanding of CUD.

In conclusion, EE provided as an intervention during forced abstinence from cocaine self-administration leads to numerous changes in mRNA expression in the NAcsh that impact multiple signaling pathways and neuronal functions, including synaptic and neuronal plasticity as well as neuroinflammation. Additionally, the EE intervention regulates the reelin pathway, similar to previous studies using EE prior to cocaine exposure. Importantly, the present findings suggest two novel pathways—translational control and neurogenesis—within the striatum that are ripe for further exploration using established techniques in drug addiction research. For example, neurogenesis and similar annotations within the *Cellular Growth and Proliferation* category are downregulated in animals with increased motivation, suggesting that treatments that promote neurogenesis given during forced abstinence may help prevent reinstatement. Additionally, the work discussed here illustrates that environmental enrichment reverses multiple dysregulated pathways that underlie drug seeking behavior, particularly the pathways that switched directions of expression between the incubation (isolated 1 day vs. isolated 21 days) and enrichment (isolated 21 days vs. enriched 21 days) groups. Together, these findings suggest that therapies, either behavioral, genetic, or pharmacologic, that target these pathways may be useful treatments for CUDs.

## Methods

### Animals

62 male Sprague–Dawley rats (225–250 g on arrival; Charles River Laboratories, Wilmington, Massachusetts USA) were separated into standard, individual housing upon arrival (21.6 × 45.7 × 17.8 cm) with ad libitum access to food and water. Animals were handled daily for 5 days prior to surgery. All procedures were approved by the Institutional Animal Care and Use Committee of Arizona State University and were in accordance with institutional and NIH guidelines.

### Surgery

Jugular vein catheters were implanted in all rats as described previously^82^ under 2–3% isoflurane anesthesia. Rats were given meloxicam (1 mg/kg/ml, SC) and buprenorphine (0.05 mg/kg/ml, SC) analgesics, and cefazolin (30 mg/kg/ml, SC) antibiotic. The free end of the catheter was tunneled under the skin and cemented to the skull using dental acrylic. Post-operational care continued for a minimum of 5 days and included handling and administration of cefazolin (100 mg/kg/ml, IV).

### Self-administration

Animals initially were food restricted to 16 g standard chow per day with ad libitum access to water. Rats (n = 62) received 2-h cocaine (0.75 mg/kg/0.1 ml, IV) self-administration sessions 6 days per week at the same time of day. Upon completion of operant schedule on the active lever, the light and tone stimuli were activated followed 1-s later by infusion of cocaine administered over 6-s. An inactive lever was also available and presses were recorded but produced no consequences. A 20-s timeout with a lit house light followed termination of the infusion and compound conditioning stimuli. All rats began self-administration on a fixed-ratio 1 (FR1) schedule with in-session progression to a higher schedule if 7 infusions were achieved within 1-h. Schedule progression went to variable-ratio 2 (VR2), VR3, and VR5. After 3 consecutive sessions ending on VR5, rats started the next session at the next highest schedule (e.g., moving from FR1 to VR2 to start the session). The first day of self-administration was capped at 50 infusions to prevent overdose. After all self-administration sessions, animals were fed an amount to maintain 90% free-feeding body weight, and administered IV cefazolin to ensure patency. As animals progressed from an FR1 to a VR5 schedule, food restriction was gradually removed, with eventual ad libitum access to food upon reaching stability on a VR5 schedule of reinforcement. Training continued on free feeding until rats achieved stability on a VR5 schedule across three consecutive sessions within 15% coefficient of variability for infusions.

### Forced abstinence and enrichment

Animals remained in standard isolation housing (21.6 × 45.7 × 17.8 cm) or were transferred to an enriched environment for the duration of forced abstinence. EE housing consisted of 3–6 rats in a (74 × 91 × 36 cm) cage and standard bedding material. Additionally, a running wheel, tubes, toys, and nesting material was provided. Toys were exchanged every 3 days throughout forced abstinence to enhance novelty. Group assignment was counterbalanced for cocaine consumption. All rats were handled every 2 days during abstinence, including rats in isolation. The length of forced abstinence was either 1 or 21 days.

### Cue reactivity testing

After forced abstinence concluded, animals were returned to their self-administration chambers for a 1-h cue reactivity test where the previously paired lever light and tone conditioned stimuli were presented for 7-s upon a press of the active lever, but no drug was available. The timeout and house light illumination previously paired with drug infusion were present.

### Tissue collection and analysis

Immediately after the cue reactivity test, animals were anesthetized with isoflurane, decapitated, and the brain was removed and flash-frozen in methylbutane before storage in a − 70 °C freezer. Brains were dissected using a brain matrix. Based on anatomical landmarks on the ventral surface of the brain, sections 2 mm thick containing the striatum were taken with guidance from a rat brain atlas^83^. A 2.0 mm diameter punch (Harris Unicore™) of the NAcsh was then taken. RNA was isolated using standard Trizol® (#15596026; Invitrogen Corp., Carlsbad, California USA) extraction, as performed previously^38^. Samples were analyzed at the Arizona State University Genomics Core facility. RNA was prepared using the Nugen Ovation RNA-seq system (#7102-32; Tecan Genomics, Inc., Redwood City, California USA). cDNA was quantified using Nanodrop and sheared to approximately 300 base pair fragments. Libraries were generated using the Kapa Biosystem library preparation kit. Fragments were then end repaired and A-tailed. Sequencing was performed on a 1 × 75 flow cell using an Illumina NextSeq500 instrument.

### Data analysis

Fastq read files were uploaded to the public server at usegalaxy.org to analyze the data^84^. Access to the workflow can be found here: https://usegalaxy.org/u/g.powell/w/powell-et-al---environmental-enrichment-rna-seq-workflow. Quality control analysis was performed for each file using FastQC, Galaxy Version 0.69^85^ and aggregated using MultiQC, Galaxy Version 1.5.0^86^. An average of 58.43 million total reads were obtained per sample (± 3.78 million reads, SEM). Reads were aligned using HISAT2, Galaxy Version 2.1.0, a splice-aware alignment program^87^, and the Ensembl release 92 *Rattus norvegicus* reference genome^88^ with average mapping at 89.28%. Transcript assembly and quantification were performed using StringTie, Galaxy Version 1.3.3.1^89^, and an assembly reference guide acquired from Ensembl. Only alignments that matched reference transcripts were processed. All output files were then merged into a new reference transcript, keeping the original reference annotations from Ensembl, using the Stringtie merge function Galaxy Version 1.3.3 before reassembly and quantification of aligned reads with the new merged reference guide. Differential expression analysis was performed using the DESeq2 package^90–92^ in R^93^, with additional contrasts probed using the “contrasts” feature, when necessary.

### Ingenuity pathway analysis

Lists of differentially expressed transcripts with a *p* value ≤ 0.05 from DESeq2 output for each comparison were analyzed using Ingenuity Pathway Analysis (IPA, version 46901286; Qiagen, Hilden, Germany). Expression analysis settings included all available data sources using human, mouse, or rat species and the confidence level for analyses included experimentally observed outcomes and those predicted with high confidence. Measurement values for assigning directionality of expression were set to log fold change.

*RT-qPCR*. For mRNA analysis, cDNA was prepared with the SuperScript II First-Strand Synthesis system (Thermo Fisher Scientific, Waltham, Massachusetts USA). Quantification was performed using iTaq™ Universal SYBR® Green Supermix (Bio-Rad Laboratories, Hercules, California USA). Primers were designed against selected, splice variant-specific targets using Ensembl transcript sequences and the National Center for Biotechnology Information’s Primer-Blast (*Eif4e2* [ENSRNOT00000026646] Forward: GCAGAACATCCCCTGCAGTA, Reverse: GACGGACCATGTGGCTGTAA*; Camk2d* [ENSRNOT00000016026] Forward: GTTGAAGAAACCGGATGGGG, Reverse: AGCGCCGGGGTAGGAATA) and compared against the housekeeping transcript, *Gapdh* (Forward: GTGCCAGCCTCGTCTCATAG, Reverse: AAGAGAAGGCAGCCCTGGTA). Relative expression for each transcript was determined using the 2^-ΔΔCt^ method^94^, modified according to Pfaffl (2001) to incorporate real-time PCR efficiency for each gene target. With each test, a no reverse transcriptase (RT) reaction was included to act as a negative control; zero no-RT controls. Samples were run in triplicate for each transcript.

### Statistical analysis

Analysis of lever presses and cocaine infusions was performed using ANOVAs in SPSS 25 (IBM Corp., Armonk, New York USA) and Prism 8.0 (Graphpad Software, San Diego, California USA). Significance for behavioral analysis was set at 0.05. All significant results have been reported here.

## Data availability

All RNA-seq data have been deposited into the Gene Expression Omnibus with accession number GSE144606.

## Supplementary information

Supplementary figure S1

Supplementary figure S2

Supplementary figure S3

Supplementary figure S4

Supplementary figure S5

Supplementary figure S6

Supplementary table S1

Supplementary table S2

Supplementary table S3

Supplementary table S4

Supplementary Legends

# Supplementary material for: Environmental enrichment during forced abstinence from cocaine self-administration opposes gene network expression changes associated with the incubation effect
**Source:** Sci Rep. 2020 Jul 9;10:11291. doi: 10.1038/s41598-020-67966-8
**Supplement:** Supplementary file 11 — Supplementary Legends

**Supplementary Materials**

**Title:** Environmental enrichment during forced abstinence from cocaine self-administration opposes gene network expression changes associated with the incubation effect

**Authors**: Gregory L. Powell^1^, Annika Vannan^1^, Ryan M. Bastle^1,4^, Melissa A. Wilson^1,2^, Michela Dell’Orco^3^, Nora I. Perrone-Bizzozero^3†^, Janet L. Neisewander^1*†^

**Affiliations**: ^1^School of Life Sciences, Arizona State University, Tempe, AZ, USA; ^2^Center for Evolution and Medicine, Arizona State University, Tempe, AZ, USA; ^3^Department of Neurosciences, University of New Mexico School of Medicine, Albuquerque, NM, USA; ^4^Current address Nash Family Department of Neuroscience, Icahn School of Medicine at Mount Sinai, New York, NY, USA

^†^Equal senior author role

Figure S1. Similarity of the groups during acquisition and maintenance of cocaine self-administration. (A) Total number of active lever presses (+SEM) and (B) total number of infusions earned during self-administration in isolated (IC) and enriched (EE) rats prior to 1 or 21 days (d) of forced abstinence. No differences were observed across groups later assigned to housing environment and abstinence length conditions.

Figure S2. Selection of top diseases and functions impacted by abstinence. Threshold: pathways with a –log(P)>1.301 were considered significantly regulated.

Figure S3. A selection of top diseases and functions for the housing effect. Threshold: pathways with a –log(P)>1.301 were considered significantly regulated.

Figure S4. A selection of top diseases and functions for the incubation effect. Threshold: pathways with a –log(P)>1.301 were considered significantly regulated.

Figure S5. A selection of top diseases and functions for the enrichment effect. Threshold: pathways with a –log(P)>1.301 were considered significantly regulated.

Figure S6. RT-qPCR validation. (A) Relative expression of *Camk2d* compared to *Gapdh* in isolated (IC) and enriched (EE) rats following 21 days of forced abstinence from self-administration. (B) Relative expression of *Eif4e2* compared to *Gapdh* in IC and EE rats.

Table S1. IPA output for differentially expressed mRNAs related to the Forced Abstinence effect, including Canonical Pathways, Diseases and Functions, and Upstream Analysis.

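Ingenuity Pathway Analysis compares a list of genes with curated pathways. For each canonical pathway the table gives the negative log of the p-value for the overlap, the ratio of listed genes to all genes in the pathway, and a z-score. The z-score is positive where the directions of change match activation of the pathway and negative where they match its inhibition, and it is empty where the curated pathway gives no direction. The input was the list of transcripts with an unadjusted p-value of at most 0.05, for which the deposited counts gave 693 transcripts in DESeq2's interaction model, where the abstinence term compares EE21D with EE1D, and 687 in edgeR's additive model.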

Table S2. IPA output for differentially expressed mRNAs related to the Housing effect, including Canonical Pathways, Diseases and Functions, and Upstream Analysis.

Table S3. IPA output for differentially expressed mRNAs related to the Incubation effect, including Canonical Pathways, Diseases and Functions, and Upstream Analysis.

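The input list comes from the comparison of 3 IC21D with 3 IC1D rats, and the signs of the z-scores depend on the direction in which the fold change was taken.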

Table S4. IPA output for differentially expressed mRNAs related to the Enrichment effect, including Canonical Pathways, Diseases and Functions, and Upstream Analysis.

How the deposited data were processed for this re-analysis (not part of the article)

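RNA was sequenced from nucleus accumbens shell punches of 12 rats, 3 in each of the groups IC1D, IC21D, EE1D and EE21D, taken after the cue reactivity test. The authors aligned the reads to the Ensembl rat genome with HISAT2, assembled and quantified transcripts with StringTie, merged the assemblies while keeping the Ensembl annotation, and quantified again. The authors deposited 1 file per rat with the count of each of 41064 Ensembl transcripts. The deposited counts are whole numbers without normalization, and how StringTie's coverage was turned into whole counts is not named in the paper's text. Isoforms of a gene share reads, so a count depends on how StringTie divided them. Groups were taken from the sample labels, which give housing and abstinence length for each animal, together with the paper's group names. The labels give no shared replicate numbers between groups, so no pairing was used.

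The counts per rat summed to between 11725831 and 26975339, with a median of 22702183. A share of counts was given with its Wilson 95% confidence interval where it concerned 1 rat, and a transcript at or under 3 counts was treated as at the floor. These intervals and floors cover counting error only, because reads from amplified libraries are not independent molecules.

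Counts were analyzed in R 4.3.3 with edgeR 4.0.16 (TMM scaling, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment, threshold 0.05) over the 28622 transcripts with at least 1 count summed over the 12 rats. The paper used DESeq2, and its Wald test in DESeq2 1.42.0 was run as an alternative. Abstinence length (21 days over 1 day) and housing (EE over IC) were terms of an additive model. The Incubation contrast (IC21D over IC1D), the Enrichment contrast (EE21D over IC21D) and the housing by abstinence interaction were contrasts of a model with 4 groups. Levels of single transcripts are TMM-normalized CPM. Standard errors of edgeR's log2 fold changes are the fold change divided by the square root of its F statistic. Single transcripts were also compared by exact permutation tests. The correlation between the Incubation and Enrichment changes was computed over the 18976 transcripts kept by edgeR's filterByExpr, from log2 CPM with a prior count of 2, and set against all 840 groupings of the 9 rats.

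The models were tested on simulated counts with the means, library sizes and dispersions of these libraries, in which 200 transcripts were changed. With a log2 fold change of 2 in IC21D, edgeR recovered 0 of 200 in the Incubation contrast and 0 in the Enrichment contrast, and DESeq2 at an adjusted p-value under 0.1 recovered 88 and 91, with 148 and 156 calls among unchanged transcripts. With a log2 fold change of 2 between abstinence lengths or between housing conditions, edgeR's additive model recovered 57 and 61. A change of the same size in EE21D gave 0 recovered in the interaction. A log2 fold change of 5 was added after these values were seen. With it, edgeR recovered 129 in the Incubation contrast, 130 in the Enrichment contrast and 101 in the interaction. Its calls among unchanged transcripts numbered 1, 2 and 4. DESeq2 at an adjusted p-value under 0.1 recovered 172 for Incubation and 173 for Enrichment, with 185 and 208 calls among unchanged transcripts.

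The transcripts named in the text were fixed by a rule written beforehand: those the paper names with an identifier, and, since none passed the threshold, the 3 with the smallest p-values in each comparison. Identifiers are printed for only some of these, others are described by rank, and the 3 of the interaction are not reported as such. The transcript with the most counts was chosen after its values were seen. The files do not pair identifiers with gene names and no table pairing them was used here, so other genes named in the paper, scores of cell type markers, sums of isoforms per gene and pathway analysis were not analysed here. Alternatives covered the test, the scaling, the filter on low counts, the threshold, the model, the samples in the fit and leaving out each rat in turn. The RT-qPCR and behavioral data were not analysed here.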

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

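The test of detection in rat A24 by thinning and the comparison of transcript counts between rats of a group were chosen only after the results were seen. In 20 groups of 6 rats (5 library measures in the rats of each housing condition and of each abstinence length), a rat's distance from its nearest neighbour was compared with the range of the group; 6 gaps exceeded Dixon's 95% bound, where about 1 is expected by chance. The measures and groups overlap, so these 6 are not independent.

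IC21D rat A24 stood apart in 4 of these. It had 13936 detected transcripts, against 20383 for the next lowest rat both among the 6 isolated rats and among the 6 rats abstinent for 21 days, and its median Spearman correlation with the other libraries was 0.744, against 0.84 for the next lowest isolated rat and 0.843 for the next lowest 21-day rat. Its total count, 19300637, was within the range of the others. The 8 largest transcripts took 75.6% of its counts. When the counts outside those 8 transcripts were thinned to 4714969 in every rat, A24 still had 13928 detected transcripts, against 19283 or more in each other rat, so neither depth nor these 8 transcripts account for the low number. RNA quality, amplification and dissection were not tested, and the labels give no batch, so the pattern cannot be told apart from these. The other 2 rats in its group, at 20383 and 22059 detected transcripts, did not share it, and a biological explanation was not tested.

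EE1D rat A12 had the lowest total count of the 6 enriched rats, 11725831, against 21632038 for the next. It had 21280 detected transcripts, within the range of the other enriched rats. EE1D rat A16 had the lowest median Spearman correlation of the enriched rats, 0.823, against 0.854 for the next, and 72.9% of its counts lay on the 8 largest transcripts. No explanation was tested for either.

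The change over abstinence differed between isolated and enriched rats for the 2 transcripts the paper names with an identifier. For Camk2d (ENSRNOT00000016026) the edgeR interaction had an unadjusted p-value of 0.0271 and for Eif4e2 (ENSRNOT00000026646) of 0.0319; both are 0.0319 when adjusted over the 2 transcripts, and 0.9 when adjusted over all transcripts tested. The 2 transcripts were named by the paper from these same data, so the smaller adjustment shows no stability. In each of the other 3 groups, IC1D, EE1D and EE21D, 2 or 3 of 3 rats had counts, and all 3 IC21D rats had 0. Counts of 0 beside large counts were common within groups: summed over the 4 groups, 4012 transcripts had 100 or more counts in 1 rat and 0 in another rat of the same group, where sampling at the group mean would give 1.1e-08, a number that covers counting error only and not the spread between amplified libraries. Counting error alone does not account for these 4012. The comparison does not bear on Camk2d and Eif4e2 in IC21D, where all 3 rats had 0. How reads were divided among isoforms could not be tested, because transcripts could not be summed per gene, and the difference at Camk2d and Eif4e2 cannot be told apart from it.

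A single transcript the paper does not discuss, ENSRNOT00000069133, took 40.1% of all counts on average, from 30.9% to 54.8% per rat. Its gene is not named in the files, and neither a technical nor a biological explanation was tested.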

How the results depend on the processing

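The alternatives were set before the data were examined, except those for DESeq2 with an adjusted p-value under 0.1 and more than 1 count, and the cutoff of more than 1 count, which were chosen after seeing the data, out of several DESeq2 settings tried, because they give the paper's numbers. Sums per gene, a correction for GC content and cell type marker scores were not run, because no pairing of transcripts with genes and no sequences were used here. No paired analysis was possible because the labels give no shared replicate numbers.

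In edgeR, 0 transcripts passed for abstinence length, housing, Incubation, Enrichment and the interaction, beside 687, 714, 1279, 954 and 1474 at an unadjusted p-value of at most 0.05. The counts of passing transcripts stayed at 0 with DESeq2's size factors, upper-quartile scaling, at least 10 counts in every rat, no filter and robust estimation. With filterByExpr, 1 transcript passed for Incubation, 1 for Enrichment and 2 for the interaction, and the same numbers, 1, 1 and 2, passed with an adjusted p-value under 0.1. The fit over the 6 rats of each contrast gave 2 for Incubation and 2 for Enrichment. DESeq2 gave 12 for abstinence length, 12 for housing, 156 for Incubation, 138 for Enrichment and 209 for the interaction; its interaction model at the reference level gave 103 for abstinence length and 116 for housing, and DESeq2 over 6 rats gave 106 for Incubation and 134 for Enrichment. Across the fits that each left out 1 rat, edgeR gave from 0 to 2 transcripts for abstinence length, from 0 to 19 for Incubation, from 0 to 19 for Enrichment and from 0 to 19 for the interaction, and 0 in every fit for housing. Transcripts shared by Incubation and Enrichment numbered 0 in edgeR, 1 with an adjusted p-value under 0.1, 1 with filterByExpr and 75 with DESeq2. Those shared by abstinence length and housing numbered 0, with 2 in DESeq2's additive and 56 in its interaction model. The cause of these differences was not tested.

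At an unadjusted p-value of at most 0.05, filterByExpr gave 306 for abstinence length, 320 for housing and 973 for the interaction. At least 10 counts in every rat gave 236 for abstinence length, 223 for housing, 757 for Incubation, 387 for Enrichment and 625 for the interaction. Models with a single factor gave 1360 for abstinence length and 1415 for housing, and the fit over 6 rats gave 726 for Incubation. Leaving out 1 rat gave from 535 to 781 for abstinence length, from 550 to 797 for housing, from 637 to 2220 for Incubation, from 561 to 1832 for Enrichment and from 912 to 2125 for the interaction. Upper-quartile scaling changed the share that rose from 31.8% to 52.1% for Incubation, from 67.5% to 53.2% for Enrichment and from 70.8% to 57.6% for the interaction. The median log2 fold change over the transcripts kept by filterByExpr was -0.116 for Incubation and 0.102 for Enrichment with TMM, and 0.014 and -0.032 with upper-quartile scaling. Leaving out 1 rat moved the transcripts that rose in edgeR from 257 of 595 (without A13) to 321 of 559 (without A20) for abstinence length and from 315 of 664 (without A14) to 433 of 688 (without A20) for housing. In these fits fewer rose than fell for Incubation and more rose than fell for Enrichment. The cause was not tested.

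DESeq2 with an adjusted p-value under 0.1 gave 135 transcripts for EE21D against EE1D, 150 for EE1D against IC1D, 218 for Incubation and 185 for Enrichment. With at least 10 counts in every rat these were 7, 22, 39 and 18. Without the filter on Cook's distance they were 347, 396, 467 and 414. The additive model gave 21 for abstinence length and 20 for housing, and the 6 rats of the contrast alone gave 145 for Incubation. Leaving out 1 rat gave from 128 to 309, from 145 to 289, from 172 to 1614 and from 138 to 1152 transcripts, and from 46 to 864 shared by Incubation and Enrichment. The calls that were higher changed from a minority to a majority, or the reverse, in some of these fits: for EE21D against EE1D 49 of 128 without A1, 59 of 163 without A13 and 48 of 131 without A14, beside 87 of 135 in full; for EE1D against IC1D 132 of 235 without A2 and 94 of 145 without A20, beside 58 of 150; for Incubation 108 of 172 without A20 and 118 of 231 without A23, beside 81 of 218; and for Enrichment 79 of 176 without A1, 100 of 213 without A13 and 54 of 138 without A14, beside 122 of 185. They also did so with at least 10 counts in every rat for EE21D against EE1D (1 of 7), EE1D against IC1D (13 of 22) and Enrichment (7 of 18), and in the additive model for abstinence length (8 of 21). In each comparison, leaving out any rat raised the share of calls higher in the other group, the one that kept all its rats. The direction of these shifts therefore followed the group that lost a rat, whichever rat it was. The largest numbers came without IC21D rat A9, where 195 of the 218 Incubation calls and 167 of the 185 Enrichment calls were among those called. Fewer were among those called in other fits, down to 99 of the 218 without A20, 78 of the 185 without A14, 61 of the 135 for EE21D against EE1D without A14 and 73 of the 150 for EE1D against IC1D without A20. The cause was not tested.

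Sharing of the IC21D rats pushes the correlation between the Incubation and Enrichment changes toward negative values without any effect. Only the place of the actual r among the regroupings was therefore compared. The actual r was -0.741 with at least 10 counts in every rat, where the one-sided permutation p was 0.05, no longer under 0.05. The p stayed under 0.05 over all transcripts with at least 1 count (r = -0.698, p = 0.0238). It also did so with a prior count of 0.5 (r = -0.73, p = 0.0262) and with Spearman's rho (-0.73, p = 0.0393). Across the 9 fits that each left out 1 rat, r was from -0.827 to -0.62, with a permutation p from 0.0107 to 0.118. The p was 0.0661 without A2, 0.118 without A20, 0.0786 without A3, 0.0893 without A24 and 0.0982 without A14. Detected transcripts numbered 28622, with 12190 at 1 count or more in every rat and 10342 at 10 or more. In the Incubation and Enrichment contrasts, the log2 fold changes of the transcripts named there kept their direction under the alternatives that could be fitted. For abstinence length and housing, where DESeq2's interaction model makes another comparison than edgeR's additive model, some differ in sign, such as Camk2d for housing (2.43 in edgeR and -1.23 in DESeq2). In the Enrichment contrast, adjusted p-values ranged from 8.87e-05 to 1 for Camk2d and from 0.000112 to 1 for Eif4e2, with only DESeq2 over 6 rats below 0.05. Where a transcript had 0 counts in every rat of a group, the fitted size depends on how each program treats 0. Of these sizes, only the fold change computed against the floor is a lower bound, and only for the mean counts of these rats. This bound covers counting error alone, not the spread between rats or how reads were divided among isoforms. For Camk2d in the Enrichment contrast this bound was 4.93 on the log2 scale, against fitted values of 9.86 in edgeR and 9.01 in DESeq2. For Eif4e2 in that contrast the bound was 3.56, against 8.49 in edgeR and 7.62 in DESeq2.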

Differences from the paper's values

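The paper reports 135 transcripts for abstinence length and 150 for housing, and edgeR's additive model gave 0 for each (687 and 714 at an unadjusted p-value of at most 0.05). Of the alternatives set before the data were examined, DESeq2's interaction model at the reference level, with 103 and 116, came within 1.5 times the paper's numbers. DESeq2's additive model, with 12 and 12, and the edgeR alternatives, with at most 2, did not. The paper reports 218 transcripts for Incubation and 185 for Enrichment, and edgeR gave 0 for each (1279 and 954 at an unadjusted p-value of at most 0.05). DESeq2, with 156 and 138, came within 1.5 times of both; DESeq2 over 6 rats did so for Enrichment, with 134, and not for Incubation, with 106; the edgeR alternatives, with at most 19, did not. The paper reports 75 transcripts shared by abstinence length and housing and 99 shared by Incubation and Enrichment, where edgeR gave 0 and 0. DESeq2's interaction model gave 56 for the first pair and DESeq2 gave 75 for the second. DESeq2's additive model gave 2 for the first, and the edgeR alternatives in which sharing was counted gave at most 1. Sharing was not counted in the edgeR fits that left out a rat. An edgeR count of 0 for Incubation or Enrichment does not exclude changes. In simulated counts, edgeR recovered 0 of 200 transcripts changed by a log2 fold change of 2 in IC21D.

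After the values were seen, several DESeq2 designs, reference levels, filters on low counts, thresholds and options for outliers and shrinkage were tried, and the setting that gave the paper's numbers was kept. Its match to the paper is therefore not an independent result. With DESeq2, more than 1 count summed over the 12 rats and an adjusted p-value under 0.1, the numbers were 218, 185 and 99 shared for Incubation and Enrichment. With the same cutoffs and the interaction model, where the abstinence term compares EE21D with EE1D and the housing term compares the groups at 1 day, they were 135, 150 and 75 shared. The cutoff of more than 1 count, chosen after the values were seen, gives the paper's 27942 detected transcripts, against 28622 with at least 1 count. With DESeq2 the log2 fold changes of Camk2d (9.01) and Eif4e2 (7.62) in the Enrichment contrast are the paper's values, and DESeq2's interaction model gives the paper's 693 transcripts at an unadjusted p-value of at most 0.05 for abstinence length. The paper's other numbers at that p-value were not reached: 847 for housing, 1463 for Incubation and 1091 for Enrichment, against 986, 1647 and 1202.

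In M (mega) reads, the paper states an average of 52 mapped per sample, and the deposited counts averaged 21.62 per rat (21624174 counts). The former counts reads on the genome and the latter counts on transcripts, and no alternative applies to this measure.

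The paper states that abstinence length regulated more transcripts downward than upward, and that housing showed the opposite. In the DESeq2 interaction model, 87 calls were higher and 48 lower in EE21D than in EE1D, and 58 were higher and 92 lower in EE1D than in IC1D. In edgeR's additive model at an unadjusted p-value of at most 0.05, 325 were higher and 362 lower at 21 days, and 398 higher and 316 lower in enriched housing. The paper states that more transcripts went down than up in the Enrichment contrast and more up than down in the Incubation contrast. Taken as EE21D over IC21D, 122 DESeq2 calls were higher and 63 lower, and taken as IC21D over IC1D, 81 were higher and 137 lower. Each full-data DESeq2 lean above is opposite to the paper's in the direction used here. It would match with the fold change taken the other way round. The edgeR leans above for abstinence length and housing, with TMM scaling, match the paper's in the direction used here. Those for Incubation and Enrichment do not. At the same unadjusted p-value, 407 were higher and 872 lower for Incubation, and 644 higher and 310 lower for Enrichment. The paper's text does not say in which direction these counts were taken. The DESeq2 leans also shifted when a rat was left out. In each comparison, leaving out any rat raised the share of calls higher in the other group. The direction of these shifts therefore followed the group that lost a rat, whichever rat it was. Without an IC21D rat, Enrichment leaned further up: 282 of 370 calls were higher without A3, 906 of 1152 without A9 and 172 of 232 without A24. Enrichment had 79 of 176 calls higher without A1, 100 of 213 without A13 and 54 of 138 without A14, and Incubation had 108 of 172 higher without A20 and 118 of 231 without A23. EE21D against EE1D had 48 of 131 higher without A14, and EE1D against IC1D had 94 of 145 higher without A20. The paper gives the fold changes of Camk2d and Eif4e2 as increases in EE21D, the direction used here.

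The paper describes the abstinence and housing comparisons as 6 rats against 6 regardless of the other factor. The setting that reached its numbers compares 3 rats with 3 within one level of the other factor.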

Other observations

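The tests of rat A24 against the DESeq2 calls and against the correlation of the Incubation and Enrichment changes were chosen only after the results were seen. The comparisons with other splits of the rats were written down before any split was run, but the numbers of splits for abstinence length and of groupings for shared calls were lowered for computing time after longer first runs had been seen. The DESeq2 setting was itself picked because it gives the paper's numbers.

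In edgeR, each of the 60 splits drawn for abstinence length, the 60 for housing and the 40 for the interaction gave at least the 0 passing transcripts of the actual groups, as did each of the 10 splits for Incubation and the 10 for Enrichment, which a count of 0 fixes in advance. At an unadjusted p-value of at most 0.05, as many transcripts as in the actual groups were found in 50 of 60 splits for abstinence length, 52 of 60 for housing and 8 of 40 for the interaction, so these numbers are not larger than chance splits give. They were found in 4 of 10 splits for Incubation and 4 of 10 for Enrichment, where 10 splits cannot show a share under 0.05.

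DESeq2 with an adjusted p-value under 0.1 gave as many calls as in the actual groups in 3 of 10 splits for EE21D against EE1D, 5 of 10 for EE1D against IC1D, 5 of 10 for Incubation and 3 of 10 for Enrichment, again with too few splits to reach a share under 0.05. The other 9 splits gave between 133 and 738 calls for the Incubation rats and between 98 and 299 for the Enrichment rats, against 218 and 185. In simulated counts with no change in any transcript, DESeq2 at this setting made 157 calls for Incubation and 127 for Enrichment. It made 137 for EE21D against EE1D and 120 for EE1D against IC1D. At its threshold of 0.05, edgeR made 0 for Incubation, Enrichment, the interaction, and abstinence length and housing in its additive model. In the splits of the real rats, edgeR at that threshold had passing transcripts in 8 of 10 for Incubation and 6 of 10 for Enrichment. It had them in 27 of 40 for the interaction, 8 of 60 for abstinence length and 5 of 60 for housing. The simulated counts of 0 therefore need not hold for these libraries. The simulated dispersions were edgeR's estimates from these libraries.

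Shared calls of the Incubation and Enrichment contrasts numbered 99, and 3 of 24 groupings of the 9 rats, the actual one included, gave as many; the other 23 gave between 19 and 222. Every shared call changed in opposite directions in 23 of the 24 groupings. The opposite direction of shared calls therefore also arises under other groupings in which both contrasts contain the same 3 rats with opposite sign.

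The negative correlation of -0.722 between the Incubation and Enrichment changes was passed or equalled in 24 of 840 groupings (one-sided permutation p = 0.0286). Sharing of the IC21D rats alone gave an r this negative in fewer than 5% of groupings of all 9 rats. This also held over all transcripts with at least 1 count (permutation p = 0.0238), with a prior count of 0.5 (0.0262) and with Spearman's rho (0.0393). It did not hold in 5 of the 9 fits that left out 1 rat or with at least 10 counts in every rat (permutation p = 0.05). All 24 groupings placed IC21D rat A24 in the shared group. The median r was -0.652 with A24 in that group and -0.417 with A24 elsewhere, and among the 280 groupings with A24 there the share as negative was 0.0857. A candidate explanation is that the library of A24, which has the fewest detected transcripts, adds to the correlation. Without A24 the permutation p was 0.0893, but the rise is not specific to A24: it was 0.0661 without A2, 0.118 without A20, 0.0786 without A3 and 0.0982 without A14. An effect of the housing and abstinence conditions cannot be told apart from this explanation.

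Without A24, DESeq2 called 316 transcripts for Incubation and 232 for Enrichment, and of the full calls 146 of 218 and 123 of 185 were among them. The number of Incubation calls also rose without A2 (382), A3 (371) or A9 (1614), so this comparison cannot tell whether low detection in A24 contributes to the calls.

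By the paper's Tables S3 and S4, 154 canonical pathways above its threshold of 1.301 are in either and 66 in both, where the paper's text gives 155 and 66. A z-score is given in both tables for 50 of the 66, of which 43 have opposite signs and 1 the same sign. The rest of the 50 have neither. Counting them with the opposite ones gives the 49 with reverse activity in the paper's text. For the median shared pathway, 75% of the molecules in Table S4 are also in Table S3.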
